# Oligonucleotide Microarray Analysis of Age-Related Gene Expression Profiles in Miniature Pigs

**DOI:** 10.1371/journal.pone.0019761

**Published:** 2011-05-13

**Authors:** Junko Takahashi, Masaki Misawa, Hitoshi Iwahashi

## Abstract

Miniature pigs are useful model animals for humans because they have similar anatomy and digestive physiology to humans and are easy to breed and handle. In this study, whole blood microarray analyses were conducted to evaluate variations of correlation among individuals and ages using specific pathogen-free (SPF) Clawn miniature pigs. Whole blood RNA is easy to handle compared to isolated white blood cell RNA and can be used for health and disease monitoring and animal control. In addition, whole blood is a heterogeneous mixture of subpopulation cells. Once a great change occurs in composition and expressing condition of subpopulations, their associated change will be reflected on whole blood RNA. From 12 to 30 weeks of age, fractions of lymphocytes, monocytes, neutrophils, eosinophils, and basophils in white blood cells showed insignificant differences with age as a result of ANOVA analysis. This study attempted to identify characteristics of age-related gene expression by taking into account the change in the number of expressed genes by age and similarities of gene expression intensity between individuals. As a result, the number of expressed genes was less in fetal stage and infancy period but increased with age, reaching a steady state of gene expression after 20 weeks of age. Variation in gene expression intensity within the same age was great in fetal stage and infancy period, but converged with age. The variation between 20 and 30 weeks of age was comparable to that among 30 weeks individuals. These results indicate that uniformity of laboratory animals is expected for miniature pigs after 20 weeks of age. Furthermore, a possibility was shown that whole blood RNA analysis is applicable to evaluation of physiological state.

## Introduction

Pigs are a useful model animals of humans because they have similar anatomy and digestive physiology to human [1]–[2]. In particular, miniature pigs are easier to breed and handle than other nonprimates, making them an optimal species for preclinical test [3]. Moreover, blood samples can be taken repeatedly and human medical devices such as endoscopes and MRI and CT scanners are also applicable. These advantages increasingly allow miniature pigs for laboratory animals, with recent progress in upgraded supply systems. In spite of some large-scale microarray studies on pigs, only a limited amount of fundamental data is available for pigs compared to other laboratory species [4]–[5]. In September 2003, the Swine Genome Sequencing Consortium (SGSC) was formed by industry, government, and academia, to promote pig genome sequencing under international coordination [6]. In November 2009, since the announcement of completed swine genome map by members of the SGSC, its research environment has been enhanced [7].

Microarray techniques allow to detect genome-wide perturbations during various treatments and to measure various responses by multitude of gene probes. Toxicogenomics, in which microarray techniques are specifically used in toxicology test, has been widely recognized as one of standard safety procedures for chemicals [8]–[10]. Gene expression microarrays have been used particularly for screening of genes involved in specific biological processes of interest, such as diseases or responses to environmental stimuli. Such experiments adopt the “healthy state” as a control, and identify highly expressed or suppressed genes. However, few studies deal with the features of gene expression and its variation at the “healthy state” to be influenced by species, age, sex, and individual variability. In measuring the state of disease and drug response, minimally invasive blood sampling, which allows for direct measurement of immune-responsive blood cells, excels other invasive biopsy techniques upon disease diagnostics and assessment of drug response, as well as health monitoring. Blood RNA contains an enormous amount of information on expression of messenger RNA and non coding functional RNA which remains without being translated into protein. Thus, blood RNA offers an opportunity to detect subtle change in physiological state. In this study, we conducted a series of whole blood microarray experiments to evaluate variations of correlation among individuals and ages using specific pathogen-free (SPF) miniature pigs.

Use of whole blood was intended on two accounts. First, we are aware that RNA expression and degradation are susceptible to artificial manipulation such as cell separation and extraction. Whole blood manipulation avoids this risk by using a RNA blood collection tube. Second, whole blood is a heterogeneous population of lymphocytes (monocytes, T-cells, and B-cells), granulocytes (neutrophils, eosinophils, and basophils), and platelets. It is expected that representative subpopulations in white blood cells may change depending on the condition of an individual. When a great alteration occurs in some subpopulations, whole blood will depart from the normal state of its age, because whole blood is a heterogeneous mixture of such subpopulations. We consider that it is particularly important to identify gene expression characteristics and variation of heterogeneous population of cells with age in whole blood.

The present microarray analysis was conducted from the following aspects. First analysis addresses the number and kind of expressed genes. Quantity and characteristics of expressed genes by age were examined. Second analysis deals with similarity among individuals based on the correlation coefficient. Variations among individuals of the same age group and that between different age groups were examined. These results offer age-related gene expression characteristics of miniature pigs when whole blood is employed.

## Results

### Characteristics of study subjects

Body weight change and hematological variation during breeding period are shown Table 1 and Table 2, respectively. One-way ANOVA analysis for age-related variations in red blood cell count (RBC), hemoglobin concentration (HGB), and hematocrit value (HCT) showed significant differences for both males and females. However, the mean corpuscular volume (MCV), mean corpuscular hemoglobin (MCH), and mean corpuscular hemoglobin concentration (MCHC) remained unchanged. Differences in platelet count (PLT) and fibrinogen level (Fbg) were significant only for females. Any significant differences were not observed for both males and females for Prothrombin time (PT), activated partial thromboplastin time (ATPP), and the white blood cell count (WBC). Similarly to humans, the ratio of lymphocytes to white blood cells increased with maturation from 16 to 30 weeks of age. However, its difference was statistically insignificant according to ANOVA analysis. From 12 to 30 weeks of age, the ratios of granulocytes (neutrophils, eosinophils, and basophils), lymphocytes, and monocytes to white blood cells were unchanged, and differences were also insignificant.

**Table 1:** Subject body weight results.

Sex	n	12 weeks	16 weeks	20 weeks	24 weeks	30 weeks	*P* †
Male	5	7.0±0.6	10.7±3.8	12.1±2.6	15.0±1.7	17.7±1.7	<0.001
Female	5	6.9±0.5	7.9±3.2	10.1±2.6	13.5±2.1	16.0±2.6	<0.001

Values are mean±SD.

†*P* values were calculated using one-way factorial ANOVA.

**Table 2:** Subject hematology results.

Hematological analysis	Sex	n	12 weeks	16 weeks	20 weeks	24 weeks	30 weeks	*P* †
**RBC, 10^4^/µL**	Male	5	742.7±72.6	858.0±97.7	894.8±55.8	919.0±21.0	866.2±24.5	<.05
	Female	5	727.0±20.2	886.6±62.2	921.2±64.5	901.4±46.1	838.4±44.2	<.001
**HGB, g/dL**	Male	5	14.9±1.6	16.4±1.2	17.3±0.6	18.3±0.4	17.7±0.3	<.001
	Female	5	14.9±0.4	17.5±0.8	18.0±0.9	18.4±1.1	17.5±0.6	<.001
**HCT, %**	Male	5	50.9±5.1	53.6±2.7	54.7±2.1	58.4±2.8	55.3±1.2	<.05
	Female	5	49.0±1.8	56.1±2.2	57.8±4.2	57.9±3.0	54.8±2.8	<.01
**MCV, fL**	Male	5	65.8±1.0	66.3±2.5	67.3±2.9	65.1±1.4	65.8±2.2	NS
**MCH, Pg**	Male	5	19.8±0.5	20.0±1.1	20.1±0.9	20.5±0.6	20.6±0.8	NS
**CHC, %**	Male	5	30.1±0.4	30.2±1.0	29.9±0.9	31.5±0.9	31.2±0.8	NS
**PLT, 10^4^/µl**	Male	5	21.3±0.4	31.6±10.8	18.1±4.4	25.0±8.6	24.9±5.1	NS
	Female	5	34.5±2.0	24.8±5.5	19.0±5.0	24.8±8.9	19.7±5.7	<.05
**PT, sec**	Male	5	13.8±3.2	15.5±0.3	16.5±0.9	15.9±0.7	16.1±0.6	NS
	Female	5	-	15.8±1.1	16.1±0.5	16.4±0.5	16.0±0.7	NS
**APTT, sec**	Male	5	<20	<20	<20	<20	<20	
	Female	5	<20	<20	<20	<20	<20	
**Fbg, mg/dl**	Male	5	171.3±36.9	185.8±93.8	169.4±39.4	158.6±9.0	147.8±34.2	NS
	Female	5	-	160.2±19.4	145.2±16.3	176.5±20.1	123.3±27.5	<.05
**WBC, 10^2^/µL**	Male	5	62.0±18.7	86.6±12.7	78.8±24.7	79.6±24.0	71.8±13.2	NS
	Female	5	66.0±23.4	74.0±13.7	78.0±18.7	72.4±10.4	61.8±11.3	NS
**Lymphocyte, %**	Male	5	34.8±12.1	45.2±7.4	44.6±9.3	36.8±6.9	33.6±7.6	NS
**Neutrophil, %**	Male	5	55.0±10.9	43.1±10.3	44.8±7.4	52.2±7.0	56.2±9.2	NS
**Eosinophil, %**	Male	5	3.8±2.2	3.1±1.4	3.0±1.9	5.0±2.7	4.6±1.7	NS
**Basophil, %**	Male	5	0.3±0.5	0.3±0.4	0.2±0.4	0.0±0.0	0.2±0.4	NS
**Monocyte, %**	Male	5	6.3±1.0	8.0±3.2	7.4±1.5	6.0±2.1	5.4±1.3	NS

Biochemical variables for miniature pigs during the experiment are shown. Values are mean±SD. RBC, red blood cell count; HGB, hemoglobin concentration; HCT, hematocrit value; MCV, mean corpuscular volume; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration; PLT, blood platelet count; PT, prothrombin time; ATPP, activated partial thromboplastin time; Fbg, fibrinogen level; WBC, white blood cell count; and NS: not significant.

†*P* values were calculated using one-way factorial ANOVA.

### Microarray gene expression profiles - Number of expressed genes

To characterize the age-related gene expression in whole blood from miniature pigs, RNA analysis was conducted on bloods sampled from fetal stage, 12, 20, and 30 weeks subjects. Each RNA sample was analyzed by an Agilent #G2519F#20109 Porcine Gene Expression Microarray (44K) consisting of 43603 oligonucleotide probes.

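RNA of each whole-blood sample was labelled with Cyanine 3 and hybridized to an array of its own, without pooling, which gave 31 arrays. There were 4 males and 4 females each at the fetal stage, 12 weeks and 20 weeks of age, and 3 males and 4 females at 30 weeks. The array carries 43603 probes on 43803 spots, with 50 probes spotted 5 times. For each array the authors deposited the intensity of every spot from Agilent Feature Extraction, after background subtraction and without normalization between arrays, together with the flags of the spot. They also deposited log2 values that they had quantile normalized across the arrays. The values given here start from the spot intensities, which were averaged over the spots of a probe, put on a log2 scale and quantile normalized over all probes and arrays. A probe was taken as present on an array when its spot was flagged both positive and significant and well above background, and as expressed at an age when it was present on more than 75% of the arrays of that age. Ages were compared by two-sided exact permutation tests with the array as the unit, and single probes by limma with Benjamini-Hochberg adjustment over the 18679 probes expressed at 1 or more ages. The arrays lay on 11 slides, each with arrays of the same age only, and were scanned on 5 days. The exact permutation tests take arrays of the same slide as independent, although limma gave a correlation of 0.366 within a slide. The fetal females and 4 of the 12-week animals shared day 2, the fetal males stood alone on day 3, and the other 12-week animals were scanned on day 1. All 20-week animals and 3 of the 30-week animals were scanned on day 4, and the remaining 30-week animals on day 5. By the methods, 5 males and 5 females were housed from 12 weeks of age on, so that most animals recur between 12, 20 and 30 weeks if all arrays of these ages came from them. The sample labels do not tell whether a replicate number stands for the same animal at these ages, and the tests between them take the arrays as independent, which such repeats would break. The number of arrays limits the precision of every value.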

Initially, we examined the change in the number of expressed genes to identify age-related characteristics. Microarray gene expressions were divided into two groups; “absent” and “present”, using flag indicators given by the scanner. Background level was determined from spot intensities outside the gene probing area. “Absent” was assigned to the spots whose intensities were less than the background level, while the rests were marked as “present.” Then each gene was judged as either “expressed” or “unexpressed” based on the number of “present” events. We defined a certain gene as “expressed” when “present” exceeds 75% out of replicated events. “A threshold of 75% was chosen by considering experimental deviation. Detailed explanation is given in the following part of Section “Materials and methods: Microarray data analysis.”

The number of expressed genes increased with age for both male and female subjects, as shown in Figure 1. 

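The number of present probes was 9443 ± 2669 (SD, n = 8) at the fetal stage, 17054 ± 2311 (n = 8) at 12 weeks, 19910 ± 993 (n = 8) at 20 weeks and 19970 ± 1678 (n = 7) at 30 weeks, or 21.7%, 39.1%, 45.7% and 45.8% of the probes on the array. From the fetal stage to 12 weeks the mean rose by 7611 probes (two-sided exact permutation test, p = 0.000155, the smallest that these group sizes allow; 0.000311 after Benjamini-Hochberg adjustment over 6 comparisons of ages). Between 12 and 20 weeks it rose by 2856 (exact p = 0.00730, adjusted 0.0110), and 30 weeks exceeded 12 weeks by 2916 (exact p = 0.0180, adjusted 0.0216). The 20-week and 30-week means differed by 60.2 probes, less than the spread between animals (exact p = 0.932). Among alternative detection calls, requiring only the positive and significant flag moved these numbers most, to means of 19633, 26071, 28405 and 28797 from the youngest to the oldest age. Within scan day 2, 4 fetal animals and 4 animals of 12 weeks differed by 6548 probes (exact p = 0.0286, the smallest for 4 against 4). They lay on separate slides, so slide and age cannot be told apart there. Within scan day 4, the 3 animals of 30 weeks had a mean of 19265 probes against 19910 for the 8 animals of 20 weeks (exact p = 0.436). No scan day held animals of both 12 and 20 weeks, so scan day and age cannot be told apart for that step.

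**Figure D1:**
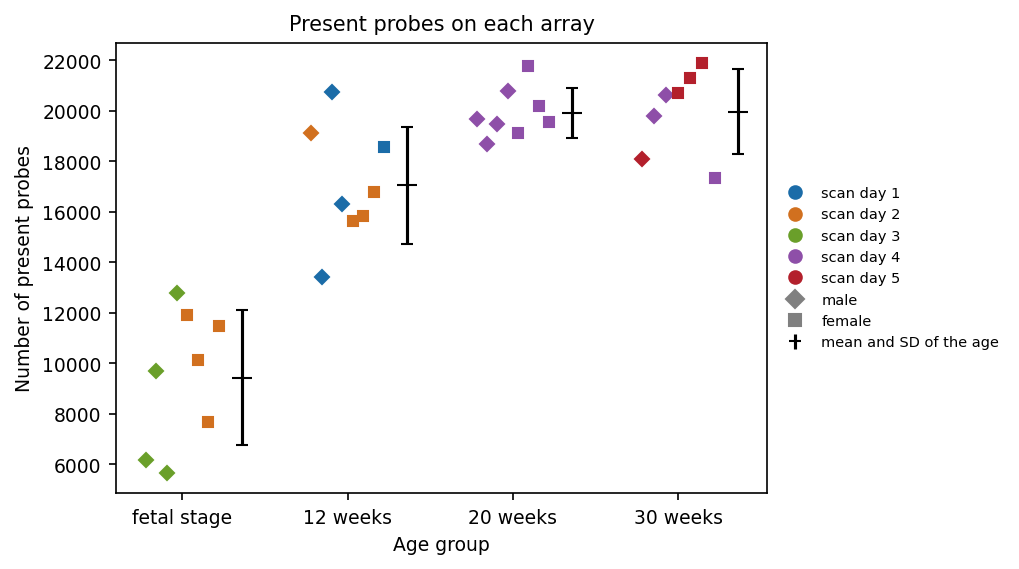
Number of present probes on each array (vertical axis) by age (horizontal axis), with diamonds for males, squares for females, colours for the scan day and a bar for the mean and SD of each age. The fetal arrays lie between 5678 and 12776 probes.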

Expressed genes for male and female were analyzed by one-way factorial ANOVA. Then Tukey-Kramer's method was applied only to significant groups. Differences between age groups (fetal stage, 12, 20, and 30 weeks of age) were significant for male, female, and mixed subjects of male and female. 

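Across the 4 ages, the F ratio of the number of present probes was 46.9 (permutation test with 100000 resamples of the age labels, p = 1e-05, the smallest they can give). Males had a mean of 8584 present probes at the fetal stage, 17394 at 12 weeks, 19661 at 20 weeks and 19504 at 30 weeks. The corresponding means of females were 10302, 16713, 20159 and 20320.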

A Tukey-Kramer's multiple comparisons test revealed that differences between fetal stage and other age groups were statistically significant (p<0.001) for both male and female. Also, differences were significant (P<0.05) between 12 and 30 weeks females.

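In males, the mean rose from the fetal stage by 8811 probes to 12 weeks, by 11077 to 20 weeks and by 10920 to 30 weeks. In females, the corresponding rises were 6411, 9857 and 10018 probes. Each of these 6 comparisons had an exact two-sided p of 0.0286, the smallest that 4 animals against 4, or 4 against 3, allow. After Benjamini-Hochberg adjustment over the 6 comparisons of ages within a sex, the value was 0.0571 for males and 0.0429 for females. The fetal males had no 12-week animals on their scan day, whereas the fetal females did. A call on signal above the negative control spots of the same array lowered the 12-week rise of males to 6883 probes (exact p = 0.0571).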

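Females of 30 weeks had 3607 more present probes than females of 12 weeks (n = 4 each; exact permutation p = 0.0571, adjusted 0.0686 over 6 comparisons). Beside that permutation value, the Tukey-Kramer procedure of the methods gave p = 0.0410. Without 30-week female replicate 4 the difference was 4593 probes (exact p = 0.0286). Females of 20 weeks exceeded those of 12 weeks by 3446 probes (exact p = 0.0286, the smallest possible), while in males that step was 2267 probes (exact p = 0.257). Whether the step differed between the sexes was not tested.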

**Figure 1:**
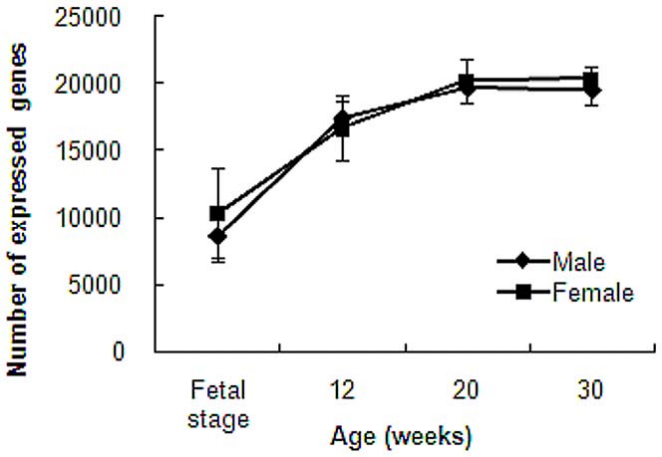
Number of genes expressed in whole blood of miniature pigs at different ages. In the graph, ♦ represents male and ▪ represents female. Values are means±SD.

### Microarray gene expression profiles – Correlation of gene expression

We evaluated variations in correlation coefficients among individuals of the same age and different age groups. Pearson correlation coefficient was used for correlation analysis. Correlation coefficients for a total of 31 microarrays were obtained in normalized signals log-scale after excluding “absent” spots. A color-coded pairwise correlation matrix is shown in Figure 2. The color scale at the bottom indicates correlation strength.

**Figure 2:**
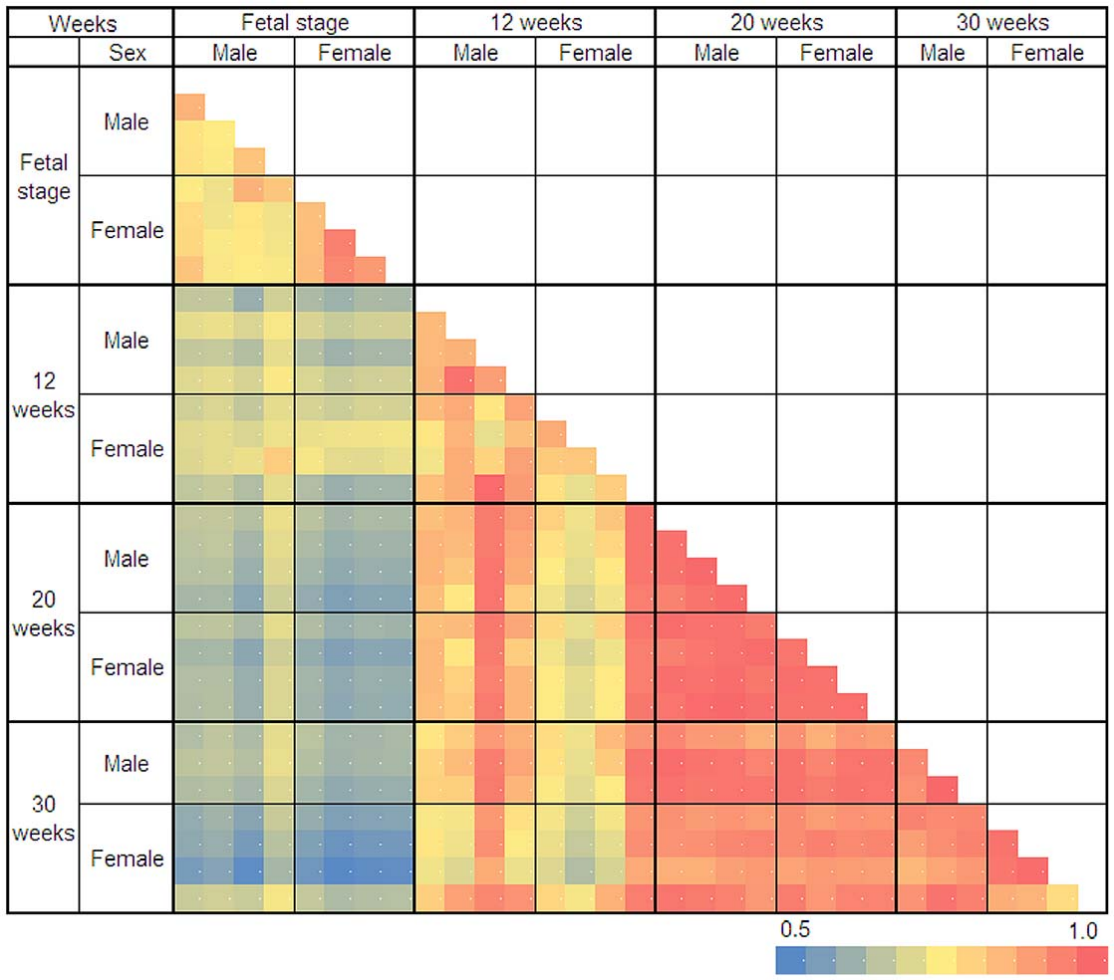
Correlation matrix of age-related gene expression. This color-coded correlation matrix illustrates pairwise correlations between the levels of gene expression in individuals. Probe sets with normalized signals (log-transformed and scaled) were used to calculate correlations between 31 arrays using Pearson correlation coefficient; signals flagged as “absent” were excluded.

Table 3 shows the average correlation coefficients among individuals within the same age group, while Table 4 presents those between different age groups. Pearson correlation coefficient between two individuals was calculated from the spot intensities. The number of spots varied depending on selected pairs because “absent” spots were excluded from the analysis. The numbers of analyzed spots for the same aged pair were 7041±1703, 4728±1425, 18534±517, and 18160±1320, for fetal-stage, 12 weeks, 20 weeks, and 30 weeks, respectively. 

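The number of probes present on both arrays of a pair was 7037 ± 1702 (SD, 28 pairs) at the fetal stage, 14726 ± 1425 (28 pairs) at 12 weeks, 18530 ± 518 (28 pairs) at 20 weeks and 18159 ± 1321 (21 pairs) at 30 weeks.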

P-value was calculated from t-value, which was obtained from the Pearson correlation coefficient r and the number of “present” spots n between the paired individuals. 

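Over all pairs of arrays, the lowest coefficient was 0.428, over 8688 probes present on both arrays. It belonged to a fetal female (replicate 2) and a 30-week female (replicate 3). This is a correlation across probes, which are not independent replicates.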

The maximum p-value in our study is expected for r = 0.42 with 8691 spots. The p-value may be infinitely small. These analyses led us to use r instead of p-value as an indicator of significance.

**Table 3:** Summary of age-related correlation coefficients within the same age groups.

Age group	Sex	N	Correlation coefficient
**Fetal stage**	Male	4	0.87±0.02
	Female	4	0.93±0.03
	Male and Female	8	0.87±0.04
**12 weeks**	Male	4	0.93±0.03
	Female	4	0.88±0.04
	Male and Female	8	0.90±0.04
**20 weeks**	Male	4	0.98±0.01
	Female	4	0.98±0.00
	Male and Female	8	0.98±0.01
**30 weeks**	Male	3	0.96±0.02
	Female	4	0.94±0.05
	Male and Female	7	0.95±0.03

Average correlation coefficients calculated within the groups of males, groups of females, groups of males and females of the same age. Values are means±SD.

**Table 4:** Summary of age-related correlation coefficients between different age groups.

Age group	Sex	Correlation coefficient
**Fetal stage vs. 12 weeks**	Male and Female	0.73±0.07
**Fetal stage vs. 20 weeks**	Male and Female	0.63±0.07
**Fetal stage vs. 30 weeks**	Male and Female	0.61±0.10
**12 weeks vs. 20 weeks**	Male and Female	0.89±0.06
**12 weeks vs. 30 weeks**	Male and Female	0.87±0.07
**20 weeks vs. 30 weeks**	Male and Female	0.95±0.02

Values are means±SD.

The average correlation coefficient within the same age group were 0.87±0.04 ,0.93±0.03, 0.93±0.03, 0.88±0.04, 0.98±0.01, 0.98±0.00 ,0.96±0.02, 0.94±0.05 for fetal sage males, fetal stage females, 12 weeks males, 12 weeks females, 20 weeks males, 20 weeks females, 30 weeks males, and 30 weeks females, respectively. 

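Within an age, the mean Pearson coefficient was 0.882 ± 0.0385 (SD over 28 pairs) at the fetal stage, 0.905 ± 0.0422 (28 pairs) at 12 weeks, 0.982 ± 0.00604 (28 pairs) at 20 weeks and 0.951 ± 0.0278 (21 pairs) at 30 weeks. By sex, male pairs gave means of 0.880, 0.929, 0.981 and 0.965 from the youngest to the oldest age, and female pairs 0.933, 0.882, 0.982 and 0.943. Because pairs share animals, ages were compared on the mean coefficient of each animal with the others of its age, and these means still share pairs within an age. On this measure 20 weeks exceeded 12 weeks by 0.0767 and the fetal stage by 0.0995, and 30 weeks exceeded the fetal stage by 0.0688 (exact permutation p = 0.000155 each, the smallest possible). The rise from 12 to 30 weeks was 0.0460 (exact p = 0.000932), and that from the fetal stage to 12 weeks was 0.0228 (exact p = 0.0186). The last step was the least stable, since over the 4185 probes present on all 31 arrays it turned to -0.00534 (exact p = 0.604). Without 12-week male replicate 4 it was 0.0125 (exact p = 0.132). Over the same 4185 probes, the gain of 20 weeks over the fetal stage was 0.0802. Pairs scanned on the same day had a mean of 0.907 at the fetal stage and 0.918 at 12 weeks, against 0.864 and 0.895 for pairs of different days. Over same-day pairs alone, 20 weeks still exceeded the fetal stage by 0.0750 and 12 weeks by 0.0632 (exact p = 0.000155 each).

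**Figure D2:**
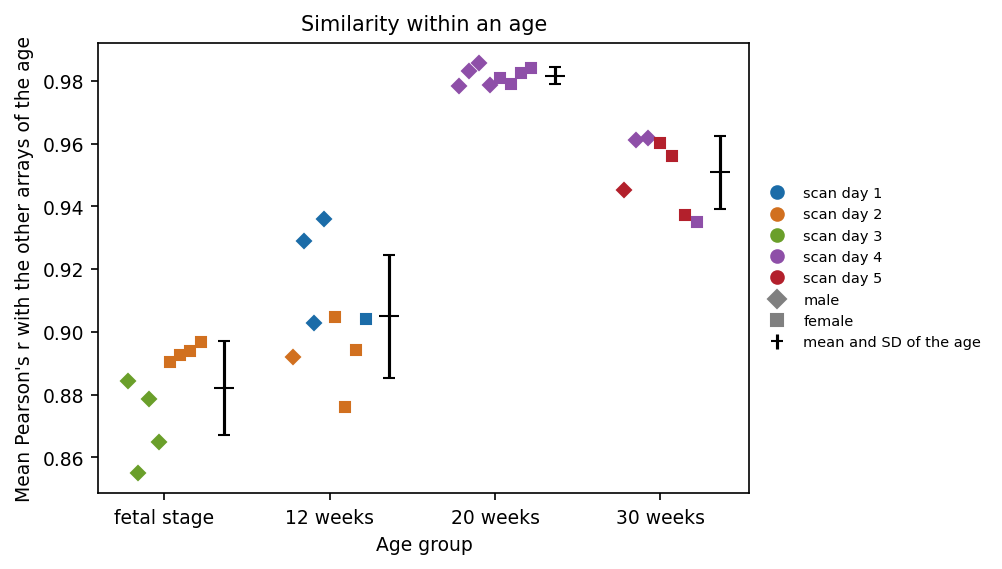
Mean Pearson coefficient of each animal with the other animals of its age (vertical axis) by age (horizontal axis), with diamonds for males, squares for females, colours for the scan day and a bar for the mean and SD of each age. The 20-week animals lie above those of the other ages on average, with a mean of 0.982.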

Variations in gene expression were greater for younger subjects, but it diminished with age while generating resembling expression patterns (Table 3). Correlation coefficient within 30 weeks age group was slightly smaller than that within 20 weeks age group. However, this difference is still within the standard deviation and is smaller than other distant age groups. 

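The mean coefficient with their age mates of the 30-week animals minus that of the 20-week animals was -0.0307 (exact permutation p = 0.000155, the smallest possible). All 20-week arrays were scanned on the same day, whereas the 30-week arrays were scanned on a pair of days. Among 30-week pairs, those of the same day had a mean of 0.966 and those of different days 0.940. Counting same-day pairs only, the 20-week animals stood 0.0141 above the 30-week animals (exact p = 0.00342), and 2 of 9 such 30-week pairs lay below the lowest 20-week pair at 0.966.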

Whole blood gene expression was analyzed also for 40 weeks age group (males, n = 4) and 65 weeks age group (females, n = 4). The corresponding correlation coefficients were 0.96±0.02 and 0.97±0.01, respectively. Similar gene expressions to 30 weeks age group were observed. Although the data set is not complete for 40 and 65 weeks groups, this data supports a steady gene expression after maturity.

Next, we analyzed correlation between different age groups. In Table 4, “20 vs. 30 weeks” represents the average correlation coefficient between 20 weeks age group and 30 weeks age group individuals. Correlation coefficients became smaller between “fetal vs. 12 weeks” and “12 vs. 20 weeks”. This indicates that correlation between 20 and 30 weeks age group is higher than any other distant age groups. In addition, correlation coefficient between 20 weeks and 30 weeks age group was 0.95±0.03. This is similar to that within 30 weeks age group (0.95±0.02), indicating that gene expression pattern at 20 weeks resembles that at 30 weeks. 

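Between ages, the mean coefficient was 0.743 ± 0.0712 (SD over pairs) for the fetal stage with 12 weeks, 0.898 for 12 with 20 weeks and 0.956 ± 0.0184 for 20 with 30 weeks. More distant ages gave 0.640 for the fetal stage with 20 weeks, 0.619 for the fetal stage with 30 weeks and 0.875 for 12 with 30 weeks. On scan day 2, which held both ages, pairs of a fetal animal with a 12-week animal had a mean of 0.756. For 20 with 30 weeks, same-day pairs had a mean of 0.972 and pairs of different days 0.945. For the other pairs of ages no scan day held both.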

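Each 30-week animal was compared with the 20-week animals and with its own age mates. The mean coefficient with the 20-week animals was higher by 0.00547 (7 animals, two-sided exact sign-flip permutation test, p = 0.391). Without 30-week female replicate 4 the difference was -0.00193 (exact p = 0.719). With the 30-week partners limited to scan day 4, the day of all 20-week arrays, the mean coefficient with age mates minus that with the 20-week animals was -7.20e-05 (exact sign-flip p = 0.984), and it was above 0 in 4 of 7 animals.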

The number and correlation of expressed genes were dependent on age but less dependent on sex (Figure 1 and Figure 2). 

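Averaged over the ages, males had 588 fewer present probes than females, which was less than the spread between animals (permutation test with sex labels shuffled within ages, two-sided p = 0.422). Pairs of the same age and sex had a mean coefficient 0.0104 above that of male-female pairs of the same age (permutation p = 0.0542). With Spearman's coefficient this difference was 0.0171 (p = 0.0322), and without 12-week female replicate 4 it was 0.0173 (p = 0.00407). At the fetal stage the sexes were scanned on separate days, so that sex and scan day cannot be told apart there.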

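Males and females of the same age had a mean coefficient of 0.864 at the fetal stage, 0.905 at 12 weeks, 0.982 at 20 weeks and 0.952 at 30 weeks, each value being the mean over male-female pairs. Between ages, pairs of the same sex had a mean of 0.926 (males) and 0.869 (females) for 12 with 20 weeks, 0.915 and 0.836 for 12 with 30 weeks, and 0.965 and 0.952 for 20 with 30 weeks, and from 0.547 to 0.754 for pairs with the fetal stage. Of the 24 comparisons of a male-female value with a same-sex value between ages that include its age, the male-female value was higher in 20. It was lower at 12 weeks than both values of males for 12 with an older age, and at 30 weeks than both values for 20 with 30 weeks (females 0.9518 against 0.9515). Over all 48 comparisons it was higher in 37, and these differences were not tested.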

Average correlation coefficients between males and females at the same age were greater than that between different age groups of the same sex (Table 3 and Table 4). Then we assumed that these variations were mainly due to progress in age, and focused on age difference in the subsequent analyses.

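In a limma fit over all arrays, 12520 of the 18679 tested probes changed between the fetal stage and 12 weeks at an adjusted p under 0.05, of which 8652 were higher at 12 weeks. Between 12 and 20 weeks 4276 probes changed, 2362 of them upward, and between 20 and 30 weeks 2 probes rose, with 1596 at an unadjusted p under 0.05. For 30 against 20 weeks limma called 227 probes (92 up, 135 down) over those present on all 31 arrays. After normexp background correction it called 140 (104 up, 36 down). With the slide or scan date as a random effect it called 0 (278 and 632 at an unadjusted p under 0.05). The share of rising probes from 12 to 20 weeks, 55.2%, turned to 33.8% over the probes present on all 31 arrays (729 up and 1430 down), and with scan date as a random effect 8 probes rose and 30 fell. Between males and females, with age in the model, 1 probe differed, with 2417 at an unadjusted p under 0.05. Among the scalings, that to the 75th percentile of each array changed the share of rising probes most, from 69.1% to 50.9% of those changed between the fetal stage and 12 weeks, and the choice of probes moved it further, to 45.7% over all probes and 36.6% over those present on all 31 arrays. The median change of all tested probes at that step was 0.70 on the log2 scale after quantile normalization and 0.02 after the percentile scaling, and changes of single genes stand relative to it. On scan day 2 alone, 10245 of the 12520 probes were called in the same direction. For 20 against 12 weeks, modelling the slide as a random effect left 0 probes by limma, with 3926 at an unadjusted p under 0.05, and no scan day held both ages. On scan day 4 alone, limma called 0 probes between 20 and 30 weeks, with 578 at an unadjusted p under 0.05. After stating that male-female coefficients at an age exceeded those between ages of the same sex, the paper assumes that the variations came mainly from progress in age and turns to age differences.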

### Classification of genes depending on the status of age-related expression

All spots on the microarray were divided into 16 categories as shown Table 5 after assigning “1” for expressed genes and “0” for unexpressed genes. Here, definitions of “expressed” and “unexpressed” are described in “Materials and methods.” Category 1 consists of a total of 6,763 genes expressed in the fetal stage, 12, 20, and 30 weeks of age. Category 2 consists of a total of 7,564 genes expressed at 12, 20, and 30 weeks of age. 

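Category 1 held 5519 of the 43603 probes (12.7%) and Category 2 held 7571 (17.4%). The probes expressed at an age numbered 5717 at the fetal stage, 13517 at 12 weeks, 17918 at 20 weeks and 17498 at 30 weeks. Calling a probe present on the positive and significant flag alone moved Category 1 most, to 10897 probes.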

Category 4 consists of a total of 3,547 genes expressed after 20 weeks of age. Category 8 consists of a total of 827 genes expressed after 30 weeks of age. Sum of the genes expressed at certain age and those unexpressed (Categories 3, 5, 6, 7, 9, 10, 11, 12, 13, 14, and 15) was 1,051. 

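Category 4 held 3786 probes (8.68% of the array) and Category 8 held 501 (1.15%). The categories other than 1, 2, 4, 8 and 16 held 1302 probes, equal to 7.49% of the 17377 probes in Categories 1, 2, 4 and 8. A rule of at least 6 of 8 or 5 of 7 arrays, chosen after seeing the values, gave 1049 of 18700 probes (5.61%). The count of Category 8 rested on single arrays, being 1121 without 30-week female replicate 4 and 986 without 30-week male replicate 1. It also moved with the share of arrays asked for, from 263 when a probe had to be present on all arrays of an age to 1110 at more than 50%.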

Its fraction was 5.6% of 18,701 genes (Categories 1, 2, 4, and 8) expressing constantly once they appeared. 

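Of all probes on the array, 24924 (57.2%) were present on 75% or fewer of the arrays at every age. A probe under this limit can have been present on some of the arrays of an age and need not have been silent.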

Category 16 consists of genes unexpressed throughout the breeding period. Figure 3 shows the ratio of the genes belonging to each category.

**Figure 3:**
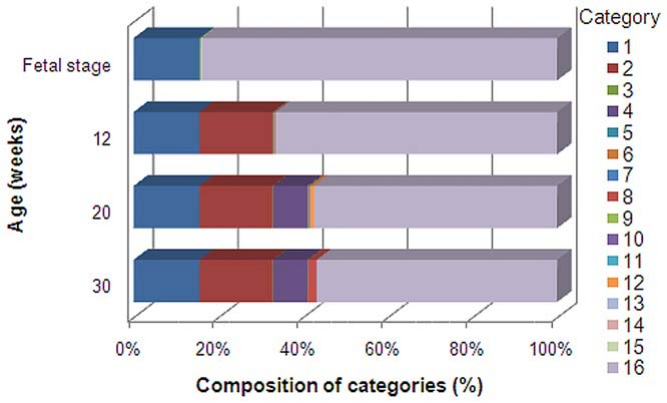
Ratios of categories for groups of the same age. The ratios of the genes in each category were calculated for groups in the fetal stage and at 12, 20, and 30 weeks of age. Categories are defined in Table 5.

**Table 5:** Genes classified into 16 categories according to the status of age-related expression.

Category	Fetal stage	12 weeks	20 weeks	30 weeks	Number of genes	Definition
1	1	1	1	1	6763	genes expressed from fetal stage to 30 weeks
2	0	1	1	1	7564	genes expressed from 12 to 30 weeks
3	1	0	1	1	49	
4	0	0	1	1	3547	genes expressed from 20 to 30 weeks
5	1	1	0	1	14	
6	0	1	0	1	80	
7	1	0	0	1	7	
8	0	0	0	1	827	genes expressed at 30 weeks
9	1	1	1	0	73	
10	0	1	1	0	124	
11	1	0	1	0	29	
12	0	0	1	0	428	genes expressed at 20 weeks
13	1	1	0	0	16	
14	0	1	0	0	147	genes expressed at 12 weeks
15	1	0	0	0	84	genes expressed in fetal stage
16	0	0	0	0	23851	genes not expressed from fetal stage to 30 weeks

Depending on the status of expression, all spots on the microarray can be divided into 16 categories. Here, “1” represents an expressed gene and “0” represents an unexpressed gene.

### Characteristics of expressed genes in different categories - Variations of the correlation coefficients

To estimate the cause of variation in gene expression during infancy period, correlation coefficients between same-aged individuals were calculated for all spots and those belonging to Categories 1, 2, 4, and 8 (Table 6). Correlation coefficient for genes in Category 1 was almost the same with that for all genes. Statistical significance by the t-test was negative between all genes and those in Category 1 at any periods of age. Thus, enhanced variation in gene expression at infancy period may be caused by individual fluctuation, rather than by gene types.

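Over Category 1 probes the mean coefficient within an age was 0.892 ± 0.0372 (SD over 28 pairs) at the fetal stage, 0.895 ± 0.0549 (28 pairs) at 12 weeks, 0.980 ± 0.00903 (28 pairs) at 20 weeks and 0.941 ± 0.0340 (21 pairs) at 30 weeks. Category 2 probes gave 0.768 at 12 weeks, 0.964 at 20 weeks and 0.925 at 30 weeks, Category 4 probes 0.839 at 20 weeks and 0.766 at 30 weeks, and Category 8 probes 0.335 at 30 weeks. Each animal's mean coefficient over Category 1 was set against that over all present probes by a two-sided exact sign-flip permutation test. The animals of an age share pairs, which this test takes as independent, and Category 1 is part of all present probes. Category 1 stood 0.00994 higher at the fetal stage, in 8 of 8 animals (exact p = 0.00781, the smallest possible). At 12 weeks the difference was -0.0104 (higher in 1 of 8 animals), at 20 weeks -0.00182 (1 of 8) and at 30 weeks -0.00959 (0 of 7), each with an exact p of 0.0156. All 4 values were 0.0156 after Benjamini-Hochberg adjustment over the 4 ages. With the t-test of the methods on the pairwise coefficients, p was 0.330, 0.432, 0.379 and 0.323 from the youngest to the oldest age. By rank correlation the sign turned at 12 weeks (0.00482), 20 weeks (0.00689) and 30 weeks (0.00395).

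**Figure D3:**
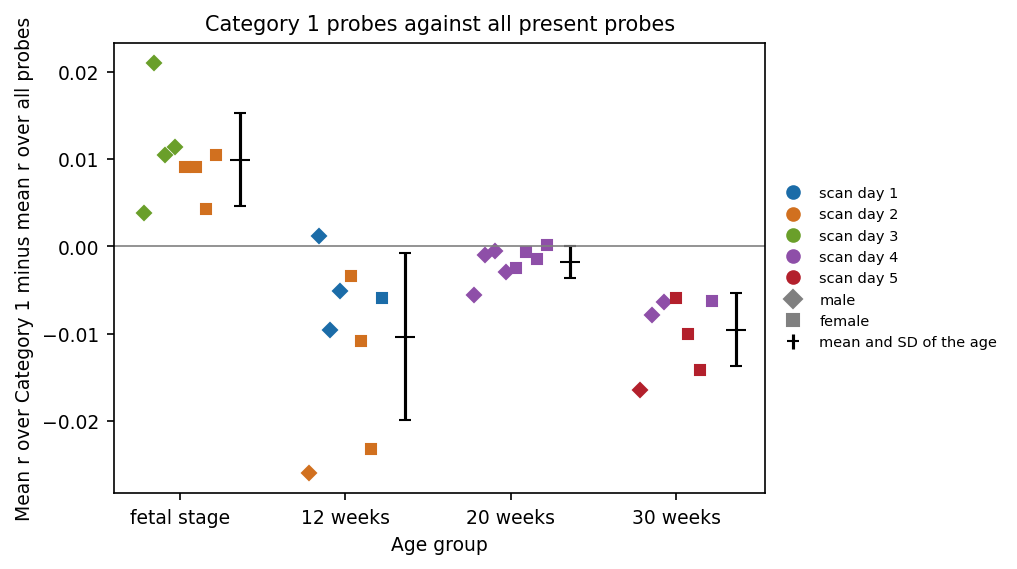
Mean coefficient over Category 1 probes minus that over all present probes for each animal (vertical axis) by age (horizontal axis), with diamonds for males, squares for females, colours for the scan day and a bar for the mean and SD of each age. Values above 0 are seen in 8 of 8 fetal animals and in 0 of 7 animals of 30 weeks.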

**Table 6:** Age-related correlation coefficients for each gene set by classification.

		n	All spots	Category 1	Category 2	Category 4	Category 8
**Number of genes**			43603	6763	7564	3547	827
**Age group**	Fetal stage	8	0.87±0.04	0.88±0.04	-	-	-
	12 weeks	8	0.90±0.04	0.89±0.05	0.77±0.10	-	-
	20 weeks	8	0.98±0.01	0.98±0.01	0.96±0.01	0.80±0.04	-
	30 weeks	7	0.95±0.03	0.94±0.03	0.92±0.04	0.72±0.11	0.29±0.21

Number of genes and correlation coefficients in each category. The average correlation coefficients were calculated between individuals for all spots and gene sets for Categories 1, 2, 4, and 8 within the same age group.

### Assigning known functions to gene expression - Gene ontology annotation

To characterize gene expression in each category, TC Annotator List (Porcine version 14.0 3-11-10) was downloaded from the TIGR gene Indices. TC Annotator List includes the gene number and the GO terms. Out of 43,603 probes in the Agilent porcine microarray (#G2519F#20109), 6,019 genes bear GO annotation. Microarray cDNA probes were classified by GO terms of “biological processes”. Out of all genes, fraction in Categories 1, 2, 4, 8, and 16 were 31%, 20%, 8%, 2%, and 38% respectively.

Then the difference in gene expression between all spots and those in 4 categories (Categories 1, 2, 4, and 8) was examined. Among more than 20 genes classified under “biological processes” in GO term, dominant ones in Category 1 and 2 are shown in Figure 4. A negligible difference was seen for gene in Categories 4 and 8. In Table 7 and Table 8, GO Accession in Figure 4 is related to GO terms together with the number of genes. GO groups dominantly expressed in Category 1 relates to mitosis (GO:0000070, GO:0000022, GO:0007052, and GO:0007100) and to immune (GO:0043161, GO:0045059, GO:0019886), while those highly expressed in Category 2 related to cellular defense and regulation.

**Figure 4:**
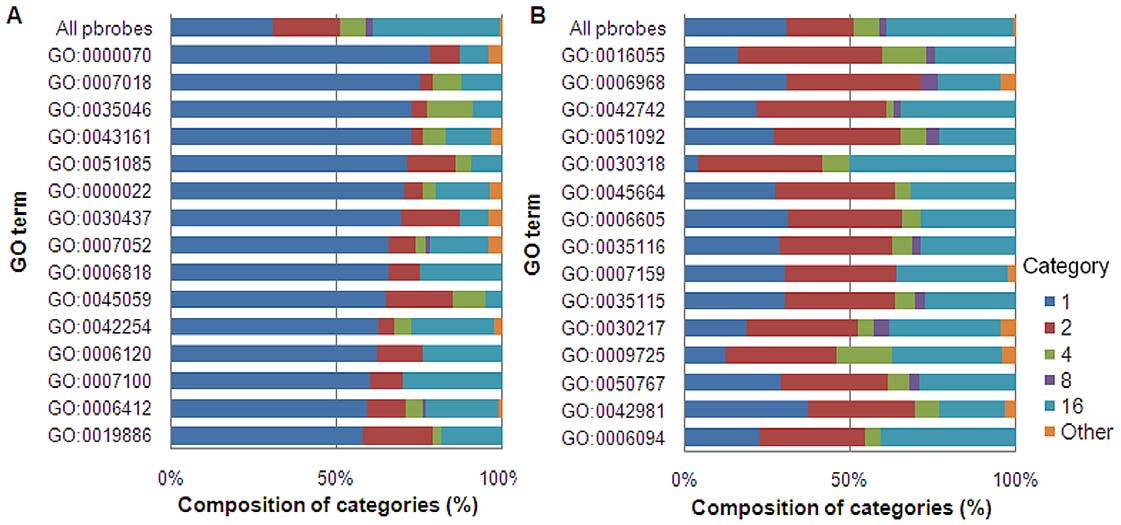
Proportion of genes, by category, for genes with specific GO terms relating to biological processes. (A) Category 1. (B) Category 2. The ratio of the genes in each category was calculated for selected GO terms. Categories are defined in Table 5.

**Table 7:** Predominant genes with GO terms related to biological processes in category 1.

Accession	Number of genes	GO term
GO:0000070	23	mitotic sister chromatid segregation
GO:0007018	24	microtubule-based movement
GO:0035046	22	pronuclear migration
GO:0043161	29	proteasomal ubiquitin-dependent protein catabolic process
GO:0051085	21	chaperone mediated protein folding requiring cofactor
GO:0000022	54	mitotic spindle elongation
GO:0030437	23	ascospore formation
GO:0007052	73	mitotic spindle organization
GO:0006818	32	hydrogen transport
GO:0045059	20	positive thymic T cell selection
GO:0042254	40	ribosome biogenesis
GO:0006120	29	mitochondrial electron transport, NADH to ubiquinone
GO:0007100	20	mitotic centrosome separation
GO:0006412	253	Translation
GO:0019886	43	antigen processing and presentation of exogenous peptide antigen via MHC class II

GO terms and the number of genes in the Agilent porcine microarray for each Accession are shown in Figure 4A.

**Table 8:** Predominant genes with GO terms related to biological processes in category 2.

Accession	Number of genes	GO term
GO:0016055	37	Wnt receptor signaling pathway
GO:0006968	42	cellular defense response
GO:0042742	46	defense response to bacterium
GO:0051092	26	positive regulation of NF-kappaB transcription factor activity
GO:0030318	24	melanocyte differentiation
GO:0045664	22	regulation of neuron differentiation
GO:0006605	35	protein targeting
GO:0035116	35	embryonic hindlimb morphogenesis
GO:0007159	36	leukocyte cell-cell adhesion
GO:0035115	33	embryonic forelimb morphogenesis
GO:0030217	21	T cell differentiation
GO:0009725	24	response to hormone stimulus
GO:0050767	31	regulation of neurogenesis
GO:0042981	56	regulation of apoptosis
GO:0006094	22	Gluconeogenesis

GO terms and the number of genes in the Agilent porcine microarray for each Accession are shown in Figure 4B.

Table 9 shows correlation coefficients within the same age group for genes bearing GO terms such as neutrophil, monocyte, and platelet. Those under “neutrophil” were 0.95±0.03, 0.93±0.03, 0.98±0.01, and 0.97±0.02 for fetal stage, 12 weeks, 20 weeks, and 30 weeks age groups, respectively. On the other hand, those under “platelet” were 0.96±0.02, 0.94±0.04, 0.99±0.01, and 0.97±0.02, respectively, maintaining high correlation regardless of age. Correlation coefficients under “monocyte” varied greater than the former, and even greater under “metabolic process.”

**Table 9:** Age effect on correlation coefficients for GO term biological processes.

		n	Spots with GO term	Neutrophil	Monocyte	platelet	Metabolic processes
**Number of genes**			6019	57	50	36	1020
**Age group**	Fetal stage	8	0.90±0.04	0.95±0.03	0.92±0.06	0.96±0.02	0.89±0.05
	12 weeks	8	0.93±0.03	0.93±0.03	0.92±0.04	0.94±0.04	0.93±0.03
	20 weeks	8	0.99±0.01	0.98±0.01	0.98±0.01	0.99±0.01	0.98±0.01
	30 weeks	7	0.96±0.02	0.97±0.02	0.95±0.03	0.97±0.02	0.96±0.02

Given in the above table are predominant biological processes defined by Gene Ontology.

### Age-related changes in gene expression levels for the immune system

Next, expression intensity of immunity gene was examined. “Biological Process” contains immune system process (GO accession 0002736) attaching 11 subsets below (Table 10). Antigen processing and presentation (GO:0019882) and T-cell selection (GO:0045058) holds large amount of Category 1 genes constantly expressing since fetal stage. Many of Category 2 were under leukocyte homeostasis (GO:0001776) and lymphocyte costimulation (GO:31924). These genes were expressed constantly after 12 weeks.

**Table 10:** GO terms for a subset of GO:0002376 immune system processes.

	Number of genes in each category						
Accession	All spots	Category1	Category2	Category4	Category8	Category16	GO term
GO:0001776	10	1	5	1	2	1	leukocyte homeostasis
GO:0002200	9	0	2	0	0	5	somatic diversification of immune receptors
GO:0002252	60	15	16	3	0	22	immune effector process
GO:0002253	62	23	25	5	2	31	activation of immune response
GO:0002507	1	0	1	0	0	0	tolerance induction
GO:0006955	356	102	63	18	6	102	immune response
GO:0019882	140	31	11	3	1	15	antigen processing and presentation
GO:0031294	4	0	2	0	0	1	Lymphocyte costimulation
GO:0045058	44	22	7	3	0	9	T cell selection
GO:0045321	125	21	29	4	4	34	leukocyte activation
GO:0050900	76	23	18	1	0	23	leukocyte migration

The number of genes in selected categories was counted for each GO term. The GO term and the number of genes in the Agilent porcine microarray are also shown in the table. Categories are defined in Table 5.

Antigen processing and presentation (GO:0019882) and T cell selection (GO0045058) include the major histocompatibility complex (MHC) genes. By presenting antigens, MHC is involved in elimination of bacterial or viral pathogen, rejection of cancer cells, and rejective response on organ transplantation. Also MHC is indispensable in the immune system. Swine leukocyte antigens (SLA) are important immunogens for humoral responses and important mediators of the cellular immune responses through both direct and indirect presentation of peptides to T-cells [11]. SLA includes 6 of classical class I genes (SLA-1, SLA-2, SLA-3, SLA-6, SLA-7, and SLA-8) and 8 of classical class II genes (SLA-DMA, SLA-DMB, SLA-DOA, SLA-DOB1, SLA-DQA, SLA-DQB1, SLA-DRA, and SLA-DRB1) [12]–[13]. SLA class II lacks DPA1, DPB1, DRB3, DRB4, and DRB 5 in humans. On the Agilent porcine microarray, all of SLA genes except DOA are mounted on 28 spots. Among these, 11 SLA genes fell under Category 1, 1 fell under Category 2, and 1 fell under Category 8. 

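By the names and descriptions in the array files, 33 probes belonged to 10 SLA genes, and none was named for SLA-8, SLA-DMB, SLA-DOA or SLA-DOB1. The probe with the highest mean signal stood for its gene. By that probe 8 genes fell under Category 1, namely SLA-1, SLA-2, SLA-3, SLA-7, SLA-DMA, SLA-DQB1, SLA-DRA and SLA-DRB1, and SLA-6 and SLA-DQA fell under Category 16. Of all 33 probes, 20 were in Category 1, 9 in Category 2 and 4 in Category 16. Some genes had probes in another category than their brightest probe, for example 2 of 10 for SLA-1 and 3 of 5 each for SLA-DRA and SLA-DRB1.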

Expression of SLA classical class I and class II genes are shown in Figure 5A and 5B, respectively. Both genes expressed in fatal stage, 12, 20, and 30 weeks in an increased manner by age.

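SLA-1 (probe A_72_P023806) had a log2 signal of 12.90 ± 0.63 (SD, n = 8) at the fetal stage, 15.16 ± 0.69 (n = 8) at 12 weeks, 16.92 ± 0.25 (n = 8) at 20 weeks and 16.95 ± 0.61 (n = 7) at 30 weeks. From the fetal stage to 12 weeks it rose by 2.26 (standard error 0.30, limma adjusted p = 1.05e-07) and from 12 to 20 weeks by 1.76 (standard error 0.30, adjusted p = 0.000718). The 8 SLA genes of Category 1 all rose to 12 weeks, with log2 changes from 1.15 for SLA-7 to 3.48 for SLA-2, and limma called each of them. These rises, and those to 20 weeks, kept their sign under the 75th percentile, normexp and deposited scalings. Under the 75th percentile scaling the 12-week rise of SLA-7 was 0.64 and was not called (adjusted p = 0.0548, the highest over its alternatives, which went down to 0.000896), and with scan date as a block limma still called all 8. From 12 to 20 weeks all 8 rose again, by 0.52 for SLA-DMA to 1.76 for SLA-1, with 4 called, namely SLA-1, SLA-2 (adjusted p = 0.00194), SLA-3 (0.00672) and SLA-DRA (0.0221). The number called at this step ran from 0 of 8 with the slide as a random effect (SLA-1 adjusted p = 0.0798, the highest over its alternatives, which went down to 7.20e-05) to 6 under normexp. The call of SLA-DRA was lost without 12-week female replicate 2 (adjusted p = 0.0557) or replicate 3 (0.0519), and over all probes 3 of 12 class II probes fell slightly. From 20 to 30 weeks limma called none of the 29 SLA probes it tested, and the changes of the 8 genes ran from -0.52 for SLA-2 to 0.35 for SLA-DMA. The 12-week and 20-week animals shared no scan day.

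**Figure D4:**
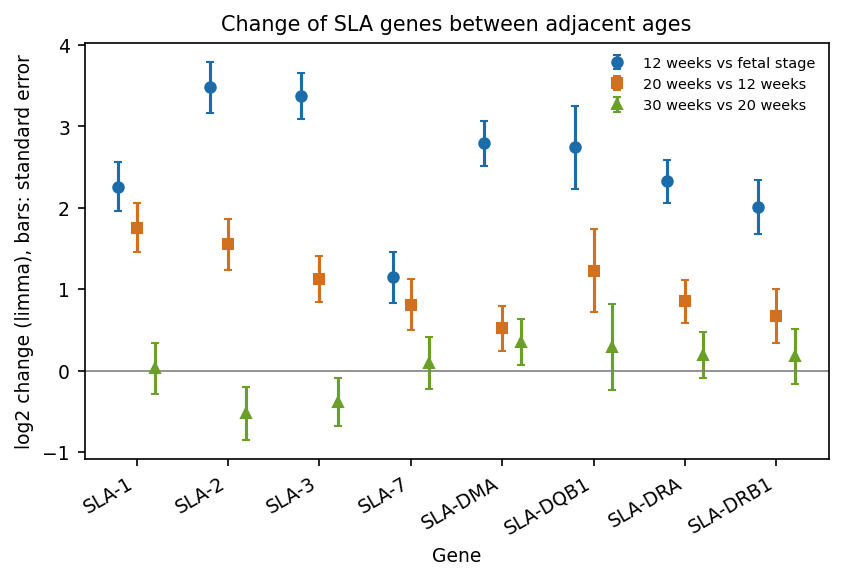
Log2 change of the 8 SLA genes of Category 1 between adjacent ages from limma, with bars for the standard error (vertical axis, log2 change; horizontal axis, gene). The 12-week rises run from 1.15 to 3.48.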

**Figure 5:**
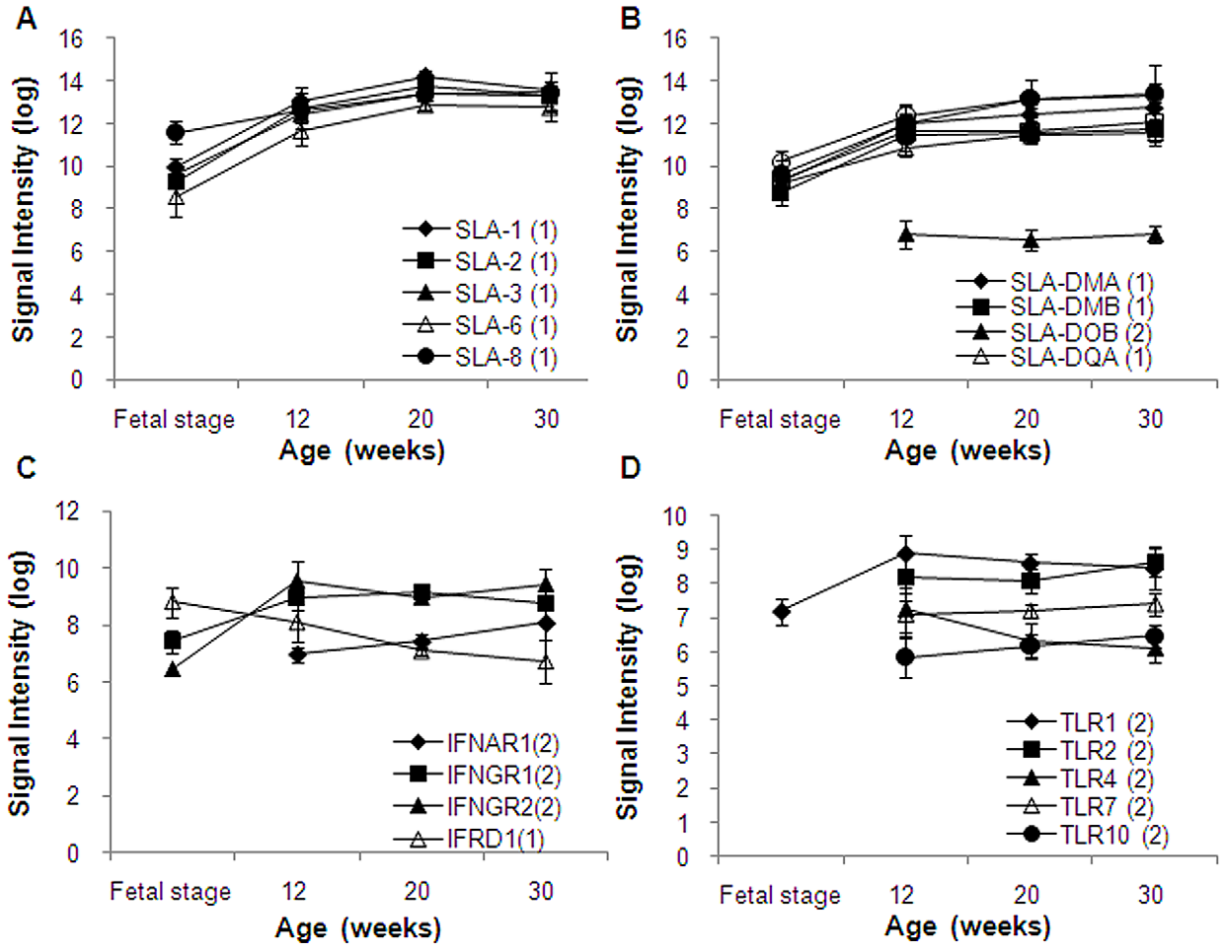
Signal intensity of major histocompatibility complex (MHC) genes. (A) Swine leukocyte antigens (SLA) classical class I genes. (B) Swine leukocyte antigens (SLA) classical class II genes. (C) Interferon receptor genes. (D) Toll-like receptor (TLR) genes. Signal intensities were normalized using quantile normalization and log-transformed after excluded signals flagged as “absent.” The category numbers are shown in graph legends. Genes in Categories 1, 2, and 4 are shown in the graph.

The Agilent porcine microarray had 7 probes with 7 types of interferon and 7 probes for 4 types of interferon receptors. 

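The array files name 5 probes for 4 interferon genes, IFNA, IFNB, IFND and IFNE. None of the 4 genes reached expression at any age. The probe of IFND was present on 1 of 8 arrays at 20 weeks and 2 of 7 at 30 weeks, and the brightest probes of the other genes on none.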

All of 7 interferon genes fell under Category 16. Normally these genes remain unexpressed but expressed upon necessity. In contrast, 1 type of interferon receptor gene fell under Category 1, 3 fell under Category 2, and were expressed until 12 weeks of age. 

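The files name 5 probes for interferon receptor and related genes. IFRD1, an interferon-related developmental regulator, fell under Category 1, and IFNAR1, IFNAR2 and IFNGR2 fell under Category 2. No probe was named for IFNGR1. The brightest probe was present on 0 of 8 fetal arrays for IFNAR1 and IFNAR2 and on 1 of 8 for IFNGR2, and on 8 of 8 arrays at 12 weeks for each. Against the background limit of the fetal arrays, IFNAR1 was at least 1.29-fold higher at 12 weeks and IFNAR2 at least 1.01-fold higher.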

Their signal intensities stayed at constant levels after 12 weeks (Figure 5C).

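The log2 signal at 12, 20 and 30 weeks was 6.07, 6.50 and 7.16 for IFNAR1, 5.72, 5.86 and 5.63 for IFNAR2, and 8.66, 8.06 and 8.54 for IFNGR2. Limma called no change of these genes from 12 to 20 or from 20 to 30 weeks, and 30 against 12 weeks was not tested. IFRD1 was 7.87 ± 0.53 (SD, n = 8) at the fetal stage, 7.16 ± 0.64 (n = 8) at 12 weeks, 6.18 ± 0.15 (n = 8) at 20 weeks and 5.84 ± 0.70 (n = 7) at 30 weeks. It fell by 0.71 to 12 weeks (standard error 0.29, limma adjusted p = 0.0294) and by 0.98 from 12 to 20 weeks (standard error 0.29, adjusted p = 0.0151). Over the alternatives the adjusted p of the first fall went down to 0.00244 and that of the second from 0.00429 to 0.160, and limma did not call the second with the slide or the scan date as a random effect. The call of the first was lost with the slide as a random effect (adjusted p = 0.126), under the 75th percentile scaling (0.0683), with scan date as a block (0.0795), and without fetal male replicate 3 (0.0644), fetal female replicate 4 (0.0524), 12-week male replicate 3 (0.0698) or 12-week female replicate 1 (0.0638) or 4 (0.0686). From 20 to 30 weeks its change was -0.34 (adjusted p = 0.892).

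**Figure D5:**
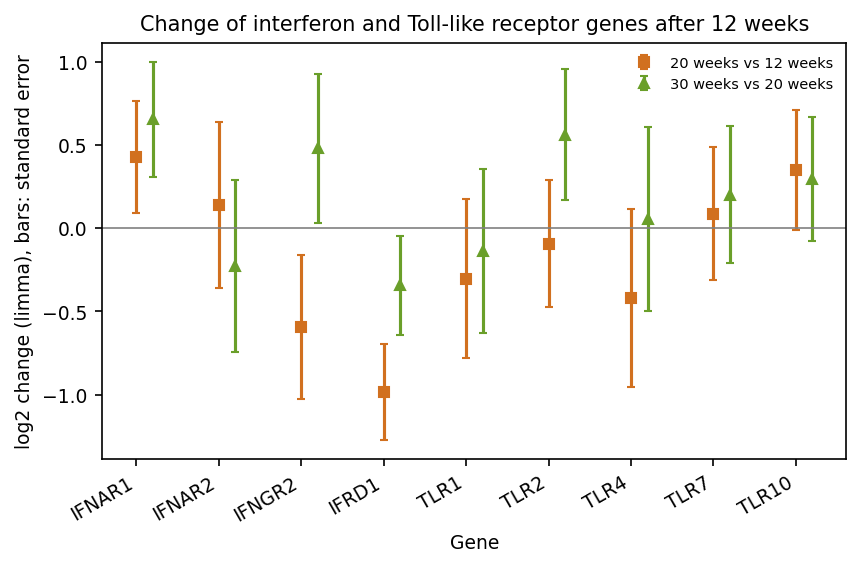
Log2 change of interferon receptor and Toll-like receptor genes after 12 weeks from limma, with bars for the standard error (vertical axis, log2 change; horizontal axis, gene). The change of IFRD1 from 12 to 20 weeks is -0.98.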

Toll-like receptors (TLRs) are the principal pattern recognition receptors. With this innate immunity, the first immune response is mediated into reserved foreign patterns on recognition. TLRs recognize reserved molecular patterns, start rapid response to protect the host upon infection, and produce signals, such as cytokines and co-stimulatory molecules to activate the adaptive immune system [14]–[15]. Regulation of the TLR signaling cascade is important for inflammatory responses, innate host defense, and adaptive immune responses [16]–[17]. Most mammalian species are estimated to have between 10 and 15 types of TLRs. The Agilent porcine microarray has 10 types of TLRs probes. Among these TLRs, 5 of TLR genes fell under Category 2 (expressed until 12 weeks of age), 1 under Category 8, and 4 under Category 16. 

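The files name 12 probes for 9 Toll-like receptor genes and none for TLR5. TLR1, TLR2, TLR4, TLR7 and TLR10 fell under Category 2, and TLR3, TLR6, TLR8 and TLR9 under Category 16. The brightest probe was present on 3 of 8 fetal arrays for TLR1 and on 0 of 8 for TLR2, TLR4, TLR7 and TLR10. From the fetal background limit, the 12-week signal was at least 2.94-fold higher for TLR2, at least 1.74-fold for TLR4 and at least 1.44-fold for TLR7. TLR10 was present on 7 of 8 arrays at 12 weeks, and no such bound could be given. With the fetal arrays on which TLR1 was absent set to that limit, its 12-week signal was at least 3.49-fold higher (limma adjusted p = 2.90e-05). TLR6 was present on 5 of 7 arrays at 30 weeks, just short of the limit for expression, and fell under Category 8 when 30-week male replicate 1 or 30-week female replicate 4 was left out. Against the negative control spots, 1 Toll-like receptor gene fell under Category 8.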

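At 12, 20 and 30 weeks the log2 signal of TLR1 was 7.98, 7.68 and 7.54, that of TLR2 7.26, 7.16 and 7.72, that of TLR4 6.50, 6.08 and 6.14, that of TLR7 6.22, 6.31 and 6.51, and that of TLR10 4.98, 5.33 and 5.62. For these brightest probes limma called no change from 12 to 20 weeks (adjusted p from 0.495 to 0.892) or from 20 to 30 weeks (0.812 to 0.999).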

Their signal intensities remained constant after 12 weeks of age (Figure 5D).

## Discussion

This study aimed to evaluate the “healthy state” gene expression by whole blood microarray analysis of miniature pigs at different age groups up to 30 weeks. Results of our gene expression analysis can be applied to health management of laboratory animals, and eventually, to health monitoring of humans.

Use of whole blood was intended on two accounts. First, we are aware that RNA expression and degradation is susceptible to artificial manipulation such as cell separation and extraction. The whole blood manipulation avoids this risk, unlike dealing with extracted white blood cells. In addition, whole-blood RNA can be stabilized immediately by using RNA blood sampling tube such as PAXgene. This avoids the cell separation process after sampling and minimizes the possibility of RNA denaturation. Usually, peripheral blood mononuclear cells (PBMCs) separation employs the difference of specific gravity between other blood components, which should be followed immediately after the blood sampling. Such manipulation requires a skilled operator to reduce the influence of separation procedures on gene expression. Second, the whole blood is a heterogeneous population of cells. One can expect that representative subpopulations in white blood cells may vary depending on the health condition of an individual. When a great alteration occurs in some subpopulations, the whole blood may also depart from the normal state of its age, because whole blood is a heterogeneous mixture of such subpopulations. Therefore, identification of gene expression characteristics and age-related variation in subpopulations in whole blood are essential issues.

A major drawback in whole blood RNA manipulation includes a decrease in detection sensitivity caused by excessive globin mRNA. A previous study showed that globin elimination from whole blood RNA lead to alteration in original gene expression profiles [18]. Although a hybridization method is developed for globin elimination from total RNA preparations, such method is dedicated for humans, rats, and mice, and does not guarantee its validity for pigs. Therefore, in this study, we declined the globin elimination process because our intention is to develop a simplified mRNA analysis method capable of detecting variation of gene expression with moderate sensitivity.

Whole blood contains a variety of cell types as red blood cells, granulocytes, lymphocytes, and platelets. Most of the nucleated cells in blood are white blood cells such as neutrophils, T-cells, B-cells, and monocytes. The intraclass correlation, a measure of signal to noise ratio, of the difference between *Staphylococcus* enterotoxin B-stimulated and unstimulated blood from healthy subjects was significantly higher in leukocyte-derived samples the in whole blood, suggest that the method of RNA isolation of from whole blood is critical variable in blood RNA assay [19]. Although PBMCs do not contain neutrophils, eosinophils, basophils, nor platelets, Min et al. reported a highly correlated result (r^2^ = 0.85) for 8273 genes expressed in both whole blood RNA and PBMC RNA samples [20]. Other workers conducted a large scale genome-wide expression analysis of white blood cells subpopulations. This study indicates that correlation coefficients for T-cells and monocytes among different healthy subjects were 0.98±0.01 and 0.97±0.01, respectively. However, for the same subjects (n = 5), correlation coefficients between T-cells and monocytes was 0.88±0.01, indicating varied correlation between white blood cells subpopulations [21]. The number of white blood cells in humans is known to decrease steadily from infancy to adulthood, and its composition (i.e. lymphocytes, granulocytes) also changes with age [22]. In this study, hematological data, of the fetal stage was unavailable because the amount of collected blood was insufficient for the analysis. From 12 to 30 weeks of age, ANOVA analysis indicated no significant differences in the fractions of lymphocytes, neutrophils, eosinophils, basophils, and monocytes. In addition, these compositions were almost equal to those in human adults. The above result suggests that RNA originated from white blood cells and composition of subpopulations within the whole blood will remain unchanged from 12 to 30 weeks of age.

As a result of gene expression analysis based on whole blood RNA, the number of expressed genes was less in fetal stage and infancy period but increased with age, presenting a decreased rate of gene expression after 20 weeks of age. Variation in gene expression intensity within the same age was great in fetal stage and infancy period, but decreased with age. The variation between 20 and 30 weeks of age was comparable to that among individuals. If we assume that the whole blood RNA is originated from blood cells, variation of gene expression in infancy period is attributed to that of blood cells themselves. Correlation coefficient analysis of genes expressed constantly from fetal stage to 30 weeks (Category 1) also agrees with this assumption. These results indicate that uniformity of laboratory animals is expected for miniature pigs after 20 weeks of age. The organs and reproductive function of the Clawn miniature pigs become mature at about 26 weeks. Physiological state will become stable from 20 weeks and gene expression will reach a steady state.

The expressed genes were classified into those expressed constantly and those emerged from certain age. Their functions were analyzed by Gene Ontology. As a result, we found that mitosis and immunity genes were distinctively expressed throughout the period from fetus to 30 weeks old, while defense and control genes began to express from 12 weeks old. The number of expressed genes converged after 20 weeks old. Functions for those expressed at 20 and 30 weeks old were unavailable due to limited number of porcine gene annotations.

Then, we examined variation of correlation coefficients for genes bearing GO terms such as neutrophil, monocyte, and platelet. Variation under “neutrophil” and “platelet” within the same age group was small from fetal stage to 30 weeks. On the other hand, that under “monocyte” became greater than the former, and even greater under “metabolic process.” These results suggest that variation of gene expression during fatal stage and infant period is caused by cell activity, rather than by blood cell subpopulation functions. Thus, whole blood RNAs is useful to monitor health condition of an individual since they reflect the status of white blood cell subpopulations.

In clinical use of whole blood RNA analysis, we need to validate that the state of immune-related gene expression in whole blood reflects the state of the immune system. Our Gene Ontology analysis showed that immune-related genes accounted for 87% of total expressed genes at 12 weeks, and 94% at 20 weeks. Our results indicated that MHC class I and class II genes were constantly expressed from fetal stage to 7 weeks and that the gene expression rate increased with age until 20 weeks, reaching a steady state afterwards. This tendency agrees with that noted in previous studies [23]–[28]. We also note that TLRs stated to form at fatal stage and maintained its expression level after birth, which agrees with previous reports [29]–[30]. Expression behavior of MHC and TLR gene groups detected by the whole blood RNA analysis suggest that age-related changes in the number of expressed genes and their expression characterize the features of its age. Because the immune system of the Clawn miniature pigs becomes mature after 20 weeks, immune-related genes will contribute to the amount and correlation of gene expression between adult individuals.

In this study, we proved that whole blood RNA analysis can be used in practical applications by considering variations of gene expression by individual specificity and age in miniature pigs. Further study on gene expression profiles for the early stages of disease and physiological state under stress will contribute to the promotion of xenotransplantation in miniture pigs, as well as to standardization of their breeding method. The blood RNA diagnostics under development can eventually be applied to human health monitoring.

## Materials and Methods

### Animals

Five males and five females of 12 week old Clawn miniature pigs were housed individually in cages of 1.5 m^2^ at the SPF facility of the breeder (Japan Farm Co., Ltd, Kagoshima, Japan) for 18 weeks. Mean body weights of males and females at the beginning of the experiment were 7.0 kg and 6.9 kg respectively. During this period, all animals were fed with 450 g/day standard dry feed (Kodakara73, Marubeni Nisshin Feed Co., Ltd., Tokyo Japan) with free access to water. Fetuses were taken out from their mothers on days 77 to the 84 days of the pregnancy by a Caesarean section. The unborn baby's sex was determined based on the shape of the vulva.

### Hematology and clinical chemistries

All blood samples were collected from the superior vena cava at 12, 16, 20, 24, and 30 weeks of age. Blood (EDTA), plasma (EDTA) and serum samples for hematology and biochemical tests were collected 24 hours after fasting. Hematology and biochemical tests were conducted by Clinical Pathology Laboratory, Inc. (http://www.patho.co.jp/index.html) (Kagoshima, Japan) using standard clinical methods.

### MIAME compliance and data availability

The microarray experiments described in this manuscript are MIAME compliant and the raw data has been deposited in the Gene Expression Omnibus (GEO) database (Accession number GSE25393).

### Preparation of samples and microarray assay

Blood samples for microarray analysis were collected from each subject in PAXgene™ tubes (Qiagen/BD GmbH, UK), incubated at room temperature for 4 hours for RNA stabilization, and then stored at −80°C. RNA was extracted from whole blood using the PAXgene™ Blood RNA System Kit (Qiagen GmbH, Germany) following the manufacturer's guidelines. Quality of the purified RNA was verified on an Agilent® 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA concentrations were determined using a NanoDrop® ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). cRNA labeled with fluorescent Cyanine 3-CTP was used for hybridization onto porcine oligo microarray slides (#G2519F#20109, Agilent Technologies) containing 43,603 oligonucleotide probes at 65°C for 17 h. Hybridized microarray slides were washed according to the manufacturer's instructions and were scanned with an Agilent DNA Microarray Scanner (#G2565BA, Agilent Technologies) at 5-µm resolution. The scanned images were analyzed numerically using Agilent Feature Extraction Software version 9.5.3.1. (Agilent Technologies)

### Microarray data analysis

Normalized data using quantile normalization were analyzed using GeneSpring GX software version 10.0.1 (Agilent Technologies). The Gene Ontology Database (http://www.geneontology.org/) was used to functionally categorize gene expression profiles. GO terms were obtained from the TIGR pig gene indices, Porcine version 14.0 3-11-10 (http://compbio.dfci.harvard.edu/cgi-bin/tgi/gimain.pl?gudb=pig).

In microarray data analysis, we particularly focused on the variation of age-related gene expressions profiles. Initially, microarray spots of interest were divided into two groups; “absent” and “present”, using the flag values given by the scanner. Background level was determined from the spots outside the gene probing area. “Absent” was assigned to the spots whose signal intensity was less than background level, while the rests were marked as “present.” Scanned images of microarray slides were analyzed numerically using the Agilent Feature Extraction Software. The spot information data file includes the following flag values: “feature is not positive and significant,” “feature is not uniform,” “feature is not above background,” “feature is saturated,” and “feature is a population outlier.” Microarray signals flagged as “not positive and significant” or as “not above significant” were defined as “absent.” To be more specific, “signal feature is positive and significant” means that the mean signal of a feature is greater than the corresponding background and that this difference is significant. “Feature is not above background” means that a feature has background-subtracted signals greater than 2.6 SD. The values greater than 2.6 SD fall into a 99% confidence interval. On the other hand, “present” includes flag values as “positive,” “feature is not uniform,” “feature is saturated,” and “feature is a population outlier.”

Then each gene was judged either “expressed” or “unexpressed,” based on the criterion that “present” occupies more than 75% in a series of replicated experiments. Its fluctuation is caused by the experimental errors, individual variation, and sensitivity difference in microarray. We chose the threshold value of 75% as a result of the Fisher's exact probability test for the number of samples = 8, which is equal to the number of individuals in a group of the same age in our study.

### Statistical analysis

Numeric values are presented as mean±standard deviation. Continuous variables were analyzed by one-way factorial ANOVA followed by Tukey-Kramer multiple comparisons test for multiple groups. Correlations were considered to be statistically significant when ANOVA test among all groups and t-test between 2 groups should p<0.05. To identify similarities in gene expression among individuals of the same age or between different age group, Pearson correlation coefficients were calculated after excluding unexpressed genes in each array data.

### Ethical considerations

All experimental protocols were approved by the Committee for the Care and Use of Experimental Animals at AIST (Permit Number: 2009-055A).

How the deposited data were processed for this re-analysis (not part of the article)

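The measurements were single-colour (Cyanine 3) Agilent porcine arrays of whole-blood RNA, with 1 array per blood sample and no pooling. There were 8 fetal arrays, 8 of 12 weeks, 8 of 20 weeks and 7 of 30 weeks, of both sexes. By the methods, 5 males and 5 females were housed from 12 weeks of age on. If all later arrays came from them, most animals recur between 12, 20 and 30 weeks. Which arrays share an animal is not stated, so the tests and splits between these ages take the arrays as independent, which such repeats would break. One 30-week array is described as female but carries the entry male for gender; it was kept as female, which gives the group sizes the paper states. Arrays of older animals were not among the samples.

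For every array the authors deposited a table from Agilent Feature Extraction with 43803 spots for 43603 probes. The intensity deposited for each spot, its processed signal, is on a linear scale, and per the file headers the authors had subtracted the background and detrended it within the array, without normalization between arrays. The same table gives the mean pixel value of the spot, the median of its local background, and flags for signal that is positive and significant, well above background, saturated, not uniform or a population outlier. The authors also deposited 1 value per probe and array after their quantile normalization. The values show a log2 scale, which the methods do not state.

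From the processed signal, the spots of a probe were averaged, the mean was put on a log2 scale, and all arrays were quantile normalized with limma 3.58.1 in R 4.3.3. Counts, correlations and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A probe was present on an array when both the flag for positive and significant signal and the flag for signal well above background were set, for a probe with 5 spots in the majority of them. A probe was expressed at an age when it was present on more than 75% of the arrays of that age, and Categories 1 to 16 were assigned from the ages at which it was expressed. Pearson coefficients were computed for every pair of arrays over the probes present on both.

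Comparisons of a single value between ages used two-sided exact permutation tests with the array as the unit. Comparisons over more than 2 groups used 100000 random resamples of the age labels, comparisons of the sexes 100000 random resamples of the sex labels within ages, and differences within an array exact sign-flip tests. The change of single probes was tested with limma over the 18679 probes expressed at 1 or more ages, without spots flagged as outliers, for 12 weeks against the fetal stage, 20 against 12 weeks, 30 against 20 weeks, male against female with age in the model, and for the difference of each age step between the sexes. A probe was called at a Benjamini-Hochberg adjusted p under 0.05. For each count, 100 random splits of the same arrays, the real one included, were fitted in the same way. On the arrays depth is signal over background, which the presence flags express; a signal under that limit gives no fold change, and a bound was then taken against the background limit of the arrays compared. Where a probe was under it on only some arrays of the dimmer group, these arrays were set to the limit, and the text gives the number above it.

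Probes were assigned to genes by the gene name or description in the array files, which give a gene name for 3168 probes and 2158 different names, and for a gene with several probes the probe with the highest mean signal stood for it. The genes named in the text are the SLA, interferon, interferon receptor and Toll-like receptor genes of the paper, the globins and sex-chromosome genes that the files name; the 3 probes with the largest called change in each direction at each age step whose groups did not overlap and which the files name or describe; and the 3 probes with the smallest adjusted p between the sexes. A further list of liver genes was written after some of them were seen among these probes.

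Marker lists were tested with camera (preset correlation 0.01) and fry of limma at the 3 age steps, with adjustment over all tests of the tool. The lists were erythroid, T cell, B cell, NK cell, monocyte, neutrophil, platelet, cell cycle, interferon stimulated, heat shock and early response, ribosomal protein, and embryonic and fetal regulators. A list needed 3 genes among the tested probes.

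The tests, the categories, the rule for naming genes, the marker lists and the alternatives were set before the data were examined, except for 1 rule on the share of arrays (at least 6 of 8 or 5 of 7) and the tests listed as chosen later at the top of each part that follows. The alternatives were other presence calls (well above background only; positive and significant only; signal over the mean of 153 negative control spots by 2.6 SD), other shares of arrays (at least 75%, all, more than 50%), the 75th percentile of each array as its scale, normexp background correction (offset 50) before quantile normalization, the deposited log2 values, all probes or only the 4185 probes present on all 31 arrays, Spearman's coefficient, outlier spots left out or kept, sex as a covariate, a minimum 2-fold change, slide or scan date as a block or a random effect, sex and replicate number as a block, the tests of the methods, and leaving out each array in turn.

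The limma fit was tested on simulated data, in which 200 of 18679 probes were changed. At a log2 change of 2 it recovered 84%, 82% and 76.5% of them for the 3 age steps in order of age, and at a log2 change of 1 it recovered 5.5%, 11.5% and 5%. The number of arrays limits the precision of every value, and changes of about 2-fold in single probes were mostly not detectable in that simulation. With few changed probes the adjusted p is stricter than with many. In the data 12520 and 4276 probes were called at the first 2 steps, of which 11111 and 3381 changed at least 2-fold. The simulated shares thus do not carry over to those steps.

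Not analysed were the sentences on Gene Ontology terms, because the annotation they need was not available, those on blood cell counts and body measures, which the files do not hold, and those on ages without arrays.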

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

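The tests on liver genes, on single array signals, on Category 1 between ages, on the scan day for 20 against 12 weeks and on marker lists with scan date as a block were chosen only after the result was seen.

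In 4 of 121 groups of arrays 1 array stood apart from the others, where chance alone gives about 1 in 20 groups. TLR1 had a log2 signal of 6.61 on 12-week female replicate 3 (others 8.17 ± 0.31 SD), probe A_72_P058006 had 8.30 on 30-week female replicate 4 (others 10.08 ± 0.25), and probe A_72_P260102 had 8.53 on 12-week male replicate 1 (others 9.92 ± 0.15). A fault of a whole array cannot be told apart. In 0 groups of present probes or correlations an array stood apart, which a smaller fault would show too, and 30-week female replicate 4 had the fewest present probes (17361) and the lowest mean coefficient with its age mates (0.935) of its age, and without it Category 8 held 1121 probes and not 501. A fault of the spot cannot be told apart from a difference of the animal, since 0 of these spots had a flag for non-uniform or outlying pixels and each probe has 1 spot. The number of such groups is no more than chance gives.

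APOA1 had a log2 signal of 14.67 on fetal male replicate 2, against 8.86 ± 0.86 (SD) on the other 7 fetal arrays. Liver RNA in that blood sample is a candidate explanation, since 27 of 31 other genes from a list of liver genes were also highest on this array among the fetal arrays, 15 of them by more than 3 on the log2 scale over both the other fetal arrays and their background limits. Over all probes, 171 stood that far above on this array and 0 to 11 on the other fetal arrays. Abundant liver genes were bright on it, with ALB at 15.98 (present on 3 of the other 7 fetal arrays), HPX at 13.33, CYP2E1 at 13.74 and GC at 13.90 (present on 5, 0 and 2 of the other 7). Of the 46 listed genes 32 were on the array and 11 were also expressed in blood at 12 weeks. Liver cells or tissue in the sample and circulating liver RNA of that animal remain open, and neither was tested.

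The change from the fetal stage to 12 weeks differed between the sexes for 519 probes by limma, 301 of them with the higher log2 change in males. The same test gave 0 probes for 20 against 12 weeks (343 at an unadjusted p under 0.05) and 0 for 30 against 20 weeks (65 at an unadjusted p under 0.05). For the 519 probes chance could not be excluded (14 of 100 splits as large); for the counts of 0 all 100 of 100 splits are as large by construction, which says nothing. The count was 2 under the 75th percentile scaling and 2 over the probes present on all 31 arrays, and under normexp 347 probes were higher and 49 lower in males. Scan day may account for the 519 probes, since the fetal males and females were scanned on separate days and differed in 5445 probes. Leaving out 1 array gave from 279 (without 12-week male replicate 2) to 1220 probes (without fetal female replicate 1). A sex difference at the fetal stage stays open, as untested apart from scan day.

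The excess of the Category 1 correlation over that of all present probes was lower at 30 weeks than at the fetal stage by a difference of -0.0195 (exact permutation p = 0.000155, the smallest possible; 0.000311 after Benjamini-Hochberg adjustment over 6 pairs of ages; above 0 in 8 of 8 fetal and 0 of 7 30-week animals). By rank correlation the difference was -0.0161 (exact p = 0.000932), so it does not rest on Pearson's coefficient alone. The range of signal cannot be told apart as a cause, since rank correlation depends on it too. Scan day is argued against as the whole cause, with -0.0134 over pairs of the same day (exact p = 0.00155). Age stays open, as does the choice of the probes, since Category 1 is defined by presence on the same arrays. The animals of an age also share pairs, which the exact tests take as independent.

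The paper does not report changes of single probes outside the genes it discusses. From the fetal stage to 12 weeks limma called 12520 probes, and chance could be excluded (1 of 100 splits as large). The other splits had a median of 0 probes, although the largest gave 7075. Scan day is argued against as the cause of most of them, since 10245 were called in the same direction on scan day 2 alone and 99.5% had the same sign. Slide cannot be told apart from age here, since no slide held both ages. By the limma log2 change, which does not order probes under the background limit, the largest rises were those of A_72_P058006 (at least 16.5-fold higher, present on 2 of 8 fetal arrays, adjusted p = 5.67e-13), A_72_P379693, described as beta-2-microglobulin (at least 11.3-fold higher), and FXYD3 (at least 8.87-fold higher). The largest falls were those of A_72_P179551 (at least 63.0-fold lower), IGF2 (at least 55.5-fold lower) and A_72_P260522 (at least 36.2-fold lower). These 6 kept their direction and call in all 42 alternatives. Age stays open, as untested.

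From 12 to 20 weeks limma called 4276 probes, and chance could be excluded with the arrays taken as independent (1 of 100 splits as large). The other splits had a median of 0 probes, although the largest gave 3759. Scan day cannot be told apart from age here, since no scan day held both ages; 744 probes differed between 12-week arrays of days 2 and 1. Without 12-week female replicate 2 the count was 2408. The largest falls were those of MOBKL3 (log2 change -2.88), A_72_P201982 (log2 change -2.51) and A_72_P227217 (at least 5.07-fold lower, present on 2 of 8 arrays of 20 weeks), and the largest rises those of A_72_P424589, described as alpha-fetoprotein (at least 6.87-fold higher), APOA1 (at least 22.2-fold higher, present on 1 of 8 arrays of 12 weeks, adjusted p = 0.000471) and SERPINA1 (at least 7.31-fold higher). Of these 6, none was called with the slide as a random effect, and over the alternatives their adjusted p ran from 2.35e-05 (MOBKL3) to 0.278 (SERPINA1 with scan date as a random effect).

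The last 3 of these genes are liver genes, which led to a test of the others. Among 29 other listed liver genes, 5 (ALB, TTR, F2, ITIH1 and GC) were absent on every 12-week and present on every 20-week array, against 31 of 43603 probes (one-sided Fisher test, p = 1.52e-11), which argues against an error of 1 probe or gene. A second ALB probe (A_72_P175281) was absent on every 20-week array, so the ALB probes do not agree. RNA of another tissue that entered on the scan day of the 20-week arrays is a candidate explanation, since a mean of 4 of the 5 genes were present on the 30-week arrays of that day and 0.75 on those of the next day, a difference of 3.25 genes (exact permutation p = 0.0286, the smallest possible for 3 against 4). Of the 5, 3 were present on all arrays of that day and none of the next, and F2 was present on 2 of 3 and 3 of 4. Fetal blood RNA carried over is argued against by level as the whole cause, within the limits given below. Of 9 probes present on every fetal and no 12-week array, IGF2 (8 of 8 20-week arrays, and of the 30-week arrays 3 of 3 on day 4 and 1 of 4 on day 5) and the brightest, A_72_P179551 (2 of 3 and 0 of 4 of the 30-week arrays, though 0 of 8 20-week arrays), go with it in part. EPOR was present on 4 of 8 20-week arrays, and A_72_P260522, A_72_P236587 and A_72_P219737 on 1 of 8 each. The remaining probes, 4 of 9, were absent on every 20-week array. But the 20-week signal was also taken relative to each of the 7 fetal arrays other than male replicate 2. That of 8 probes of the risen liver genes lay at a median log2 of -1.47 and that of the 9 probes at -5.27. The mean difference was 3.80 (exact sign-flip p = 0.0156, the smallest possible), whereas RNA carried over would bring both to a like level. The liver genes were picked for presence at 20 weeks and the 9 probes were not, which can widen this difference. The p varies the fetal arrays only, against the same 20-week values. RNA carried over from fetal male replicate 2 cannot be told apart. Of its 16 probes at 13 or more that were absent at 12 weeks, 8, down to 13.05, were present on all 20-week arrays. Another 3, of other genes and the brightest at 14.16, were absent on every 20-week array. But the second ALB probe, at 14.31, was absent there too, although the other ALB probe was present on all. Absence of a bright probe thus cannot show that its RNA was missing. A liver signal of the animals at 20 weeks stays open, as untested apart from that scan day.

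From 20 to 30 weeks limma called 2 probes, A_72_P260102 (log2 change 1.61, standard error 0.27, adjusted p = 0.0186, called in 30 of 43 alternatives with adjusted p from 0.00116 to 1.00) and A_72_P360713 (log2 change 1.51, standard error 0.27, adjusted p = 0.0311, called in 26 of 43 alternatives with adjusted p from 0.00210 to 1.00). Chance could be excluded with the arrays taken as independent (2 of 100 splits as large), although the largest other split gave 158 probes. Without 1 of 9 arrays, such as 20-week male replicate 2, limma called 0 probes (1011 to 1407 at an unadjusted p under 0.05), and without 30-week female replicate 4 it called 55. Over the probes present on all 31 arrays it called 227 (92 up, 135 down), and under normexp 140 (104 up, 36 down). Scan day cannot be told apart from age for these 2 probes. Between 30-week arrays of days 5 and 4 limma called 403 probes, but neither of the 2, and between the 30-week arrays of day 5 and the 20-week arrays 1266, with both of the 2. On day 4 alone limma called 0 probes between the ages, with 578 at an unadjusted p under 0.05. With scan date as a block the 2 changes were 1.29 (adjusted p = 0.475) and 0.97 (0.572). Age stays open.

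Between males and females limma called 1 probe, A_72_P190866 (at least 3.20-fold higher in males as the mean over ages, above background on 14 of 15 male and 13 of 16 female arrays, adjusted p = 0.0158). A_72_P359923 (at least 1.60-fold higher in females, above background on 7 of 15 male and 13 of 16 female arrays) and A_72_P095906 (6 of 15 and 9 of 16, which gives no bound) followed, both with an adjusted p of 0.0534. Chance could be excluded (2 of 100 splits as large), although the largest other split gave 3 probes. For A_72_P190866 the adjusted p ran from 0.000641 to 1.00 over the alternatives, and it was not called with slide or scan date as a block or as a random effect. For A_72_P359923 it ran from 0.00475 to 1.00 and for A_72_P095906 from 0.0160 to 1.00. Without 20-week female replicate 4 limma called 3 probes. Slide or scan day may thus contribute, since with scan date as a block limma called 0 probes (201 at an unadjusted p under 0.05), so that no sex difference apart from scan date was detected in that fit.

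Of 27 tests of marker lists, camera called 6, and fry called 4 of these 6. From the fetal stage to 12 weeks it called the erythroid list (3 genes, median log2 change -3.11, adjusted p = 0.00325), the cell cycle list (5 genes, -1.96, 0.0176), the interferon stimulated list (11 genes, 2.77, 10 higher, 0.0329) and the monocyte list (7 genes, 1.60, 7 higher, 0.0448), all called by fry. Of their genes limma called 3, 4, 9 and 7, with the same numbers when adjusted over the list alone. The neutrophil list (7 genes, 5.05, 6 called over all and over the list alone, camera adjusted p = 0.0933) and the T cell list (9 genes, 2.84, 6 called over all and over the list alone, 0.487) were called by fry alone. The platelet list (6 genes, 0.61, 2 called either way, 0.956), the heat shock and early response list (3 genes, -0.17 with a mean of 0.55, 1 called either way, 0.976) and the ribosomal protein list (14 genes, 0.25, 8 called either way, 0.956) were called by neither, and for all 3 camera gave the direction down relative to the other probes. At this step 32 of the 65 genes were above background on every array of both ages, so the size of these medians is not exact, and least so for the neutrophil, T cell, monocyte and interferon stimulated lists. The B cell, NK cell and embryonic and fetal regulator lists had 2 tested genes each and gave no test.

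At the later steps camera called the platelet list (0.59, 6 of 6 genes higher, adjusted p = 0.0228) and the ribosomal protein list (-0.17, 4 of 14 higher, 0.0324) from 20 to 30 weeks, neither of them called by fry (0.167 and 0.262). Limma called 0 genes of either list, and 0 and 2 when adjusted over the list alone. For the interferon stimulated list at that step the adjusted p was 0.0646. From 12 to 20 weeks camera called no list, with erythroid the lowest at 0.227, and fry called the heat shock and early response list (0.00649). There the platelet list had a median of 0.06 and a mean of -0.36, with the direction down.

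Scan day is argued against for the erythroid, cell cycle and interferon stimulated lists, since all 3 were still called by camera with scan date as a block. With that block fry called the heat shock and early response list (adjusted p = 0.000841) and no longer the T cell list (median 1.65, 0.152), and it still called the neutrophil list (median 3.71, 4.41e-10). For the monocyte list, 7 of 7 genes stayed higher at 12 weeks with that block, with a fry adjusted p of 3.74e-06. Their median was 1.87 with the block and 1.60 without it, which argues against scan day as the cause of their rise. Camera, which sets a list against the other probes, no longer called it, with an adjusted p of 0.122. That was the highest over its alternatives, which went down to 0.00268. For the rise relative to the other probes, scan day thus cannot be told apart. Without 1 of 8 arrays camera lost the call of the monocyte list, with adjusted p from 0.0502 (12-week male replicate 4) to 0.0823 (fetal male replicate 4). Without 30-week female replicate 4 it called 2 lists, the erythroid and the cell cycle list. A change in the cells of the blood with age stays open, as untested.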

How the results depend on the processing

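The rule that asks for at least 6 of 8 or 5 of 7 arrays and the tests of replicate numbers by pair of ages were chosen only after the result was seen; the other tests in this part were planned.

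Apart from leaving out single arrays, 259 of 329 values of the comparisons kept their direction and their side of the threshold, or a count within 1.5 times; 22 lost the threshold, 5 gained it, 37 counts moved and 6 values reversed. For single genes, lists and group means these numbers were 1289 of 1413, 50, 16, 57 and 1. With 1 array left out, 1167 of 1240 values of the comparisons and 3958 of 4027 of the others were kept, and none of those past the threshold reversed. Where neither value passed the threshold, a change of sign was counted as kept (1 and 39 values for the 2 sets above, and 8 and 29 with 1 array left out; present probes of 30 minus 20 weeks, for example, ran from -260 to 495 with 1 array left out). Kept in all alternatives were the rises in present probes over both sexes from the fetal stage to 12 weeks (5855 to 8129 probes), to 20 weeks (8553 to 10943) and to 30 weeks (8741 to 11003), that from 12 to 20 weeks (2334 to 3381), and the within-age correlation of 20 weeks above that of 12 weeks (0.0419 to 0.110), the fetal stage (0.0802 to 0.171) and 30 weeks (30 minus 20 weeks, -0.0424 to -0.0132).

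Calling presence on the positive and significant flag gave 10897 probes in Category 1 and 992 in Category 8, a 12-week rise of 7214 present probes in males (exact permutation p = 0.0571), a same-sex minus other-sex correlation of 0.0111 (permutation p = 0.0242), and Category 1 minus all probes of -0.00669 at 12 weeks (exact p = 0.0547) and, reversed, 0.00239 at 20 weeks (exact p = 0.00781). Against the negative control spots, Category 1 held 9416 and Category 8 795 probes, and in males the rises were 6883 to 12 weeks and 9354 to 30 weeks (exact p = 0.0571 each). The cause was not tested.

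The share of arrays asked for moved Category 8 to 277 (at least 75%), 263 (all), 1110 (more than 50%) and 830 (at least 6 of 8 or 5 of 7). Category 1 minus all probes became -0.000645 at 20 weeks with at least 75% (exact p = 0.258). With more than 50% it was -0.00271 at 12 weeks (exact p = 0.227), reversed to 0.000312 at 20 weeks (0.461) and -0.00249 at 30 weeks (0.0781). With at least 6 of 8 or 5 of 7 it was -0.00627 at 12 weeks (0.0547) and -0.000459 at 20 weeks (0.430). A looser share admits more probes by construction; the cause was not tested further.

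The test of the methods on pairwise coefficients called Category 1 minus all probes at no age, at unchanged values of 0.00994, -0.0104, -0.00182 and -0.00959 from the youngest to the oldest age. By rank correlation the sign reversed to 0.00482 at 12 weeks (exact p = 0.297), 0.00689 at 20 weeks (0.00781) and 0.00395 at 30 weeks (0.0625), and the same-sex minus other-sex correlation was 0.0171 (p = 0.0322). Tukey-Kramer called the excess of 3607 present probes at 30 over 12 weeks in females (p = 0.0410, against an exact permutation p of 0.0571). The cause was not tested.

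Scaling to the 75th percentile gave a within-age correlation of 12 weeks minus the fetal stage of 0.0109 (exact p = 0.246), and limma counts of 6557 for 20 against 12 weeks (3768 up), 4 for 30 against 20 weeks (1 up, 3 down), 2 for sex (1 up, 1 down) and 2 for the sex difference in the step to 12 weeks. The ribosomal protein list from 12 to 20 weeks reversed to a mean of -0.42 (camera adjusted p = 0.0340, from 0.0340 to 0.999 over its alternatives). Normexp gave 140 probes for 30 against 20 weeks (104 up, 36 down) and, for the sex difference in the step to 12 weeks, 347 up and 49 down. The deposited log2 values gave 1 probe for 30 against 20 weeks and a same-sex minus other-sex correlation of 0.0111 (p = 0.0497). The cause was not tested.

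All probes without the detection filter gave a same-sex minus other-sex correlation of 0.0124 (p = 0.0116), and limma 19664 probes for 12 weeks against the fetal stage, 22 for 30 against 20 weeks, 11 for sex and 3617 for the sex difference in the step to 12 weeks, and camera 11 list tests. Over the probes present on all 31 arrays the within-age correlation of 12 weeks minus the fetal stage reversed to -0.00534 (exact p = 0.604), limma called 3000, 2159 and 227 probes for the age steps, 0 for sex (439 at an unadjusted p under 0.05) and 2 for the sex difference in the first step, and camera 0 of 9 list tests (1 at an unadjusted p under 0.05; fry 1). The numbers of probes and lists tested differ by construction; Category 1 minus all probes has no value over these probes.

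With the slide as a random effect limma called 0 probes for 20 against 12 weeks (3926 at an unadjusted p under 0.05), 0 for 30 against 20 weeks (278), 0 for sex (742) and 329 for the sex difference in the first step. With scan date as a random effect it called 38, 0 (632), 0 (393) and 286. With scan date as a block it called 0 for 30 against 20 weeks (578) and 0 for sex (201), and with the slide as a block 0 for sex (248). As a block, the slide left only sex and the later sex differences to estimate, and scan date could not be fitted for 20 against 12 weeks. The correlation within a slide was 0.366 and within a scan date 0.279. Ages and days overlap in part by design. With scan date as a block, 12 weeks and the fetal stage were compared within day 2 (11449 called), and 30 and 20 weeks within day 4. The counts with a random effect cannot part age and day in this way, and for 20 against 12 weeks no count can.

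Whether the replicate number pairs animals stays open between 12, 20 and 30 weeks. The fetuses were taken out by Caesarean section, so no array of the fetal stage can share an animal with a later age. Arrays of the same sex and number at different ages had a mean residual correlation of 0.0180 (12 of 45 over 0.1). For other numbers it was -0.00676 (28 of 135), and both means include pairs with the fetal stage. For 20 and 30 weeks the values were 0.215 (4 of 7 over 0.1) and -0.0718 (3 of 21). The one-sided exact permutation p was 0.0312 over 576 matchings (0.188 after Benjamini-Hochberg adjustment over 6 pairs of ages, those with the fetal stage included). For 12 with 20 and 12 with 30 weeks the same-number means were -0.0571 and -0.0307. With sex and number as a block, permutations can give no p under 0.125 for 4 blocks and 0.25 for 3, so the present-probe rises in males (8811, 11077 and 12317 from the fetal stage to 12, 20 and 30 weeks) and females (6411, 9857 and 10018) were at those limits; for both sexes 30 minus 12 weeks was 2808 (exact p = 0.125) and the within-age correlation of 12 weeks minus the fetal stage 0.0228 (0.0859). Limma with this block called 0 probes for 30 against 20 weeks (1548 at an unadjusted p under 0.05), and shared 12323 of the 12520 probes of the first step and 3821 of the 4276 of the second. At the fetal stage the block joins different animals, so its values for steps from that stage reflect no pairing of animals.

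With 1 array left out, the values ran over these ranges. In males, the present-probe rise from the fetal stage to 12 weeks ran from 7698 to 10208 (6 of 31 at exact p = 0.0571), and that to 30 weeks from 9951 to 12317 (7 of 31 at exact p up to 0.1); with fewer animals the smallest possible p is higher. In females, 30 minus 12 weeks ran from 3082 to 4593, the latter without 30-week female replicate 4 (exact p = 0.0286). Category 8 ran from 395 to 1121, the latter without 30-week female replicate 4. The within-age correlation of 12 weeks minus the fetal stage ran from 0.0125 to 0.0324 (5 above p of 0.05), and the same-sex minus other-sex correlation from 0.00630 to 0.0173 (5 under 0.05). Category 1 minus all probes ran from -0.0137 to -0.00512 at 12 weeks and from -0.00255 to -0.000499 at 20 weeks, with 4 above p of 0.05 each. Limma counts ran from 2408 (without 12-week female replicate 2) to 5394 for 20 against 12 weeks, from 0 (1011 to 1407 at an unadjusted p under 0.05) to 55 (without 30-week female replicate 4) for 30 against 20 weeks, from 1 to 3 for sex (3 without 20-week female replicate 4), and, for the sex differences, from 279 to 1220 at the first step and from 0 (150 to 437) to 1 (without 12-week female replicate 4) at the second. Camera called from 2 (without 30-week female replicate 4) to 7 list tests.

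Signal over background limits the fetal values most, where the fewest probes were present: a probe absent there may be dim rather than silent, and with the positive and significant flag alone Category 1 rose to 10897 probes.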

Differences from the paper's values

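Of the alternatives used here, the rule that asks for at least 6 of 8 or 5 of 7 arrays was chosen only after the result was seen; no other tests in this part were.

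A correlation was taken to differ when it lay apart by more than the larger of the SD here and the error the paper states, and another value when it also lay more than 1.5 times apart. By this wide margin 11 of 67 values compared differed, and 0 of 29 correlations did; Category 1, with 5519 probes against 6763 in the paper, did not. For the mean number of spots in a pair at 12 weeks the paper gives 4728 and the value here is 14726. The SD the paper gives beside it, 1425, equals that here to the whole number, and the means of the other ages, in the paper 7041, 18534 and 18160, are 7037, 18530 and 18159 here. Of the alternatives set before the data were examined, it no longer differs over the probes present on all 31 arrays, where by construction every pair at every age has 4185 probes, so that this says nothing about the gap. It differs under the 75th percentile scaling, normexp, the deposited values and Spearman, with all probes (43603), without outlier spots (14713), with the well above background flag alone, with the positive and significant flag alone (22294), and with any 1 of 31 arrays left out, from 14349 without 12-week male replicate 3 to 15294 without 12-week male replicate 2.

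For Category 8 the paper gives 827 probes, against 501 here. Of the alternatives set before the data were examined, the positive and significant flag (992), the negative control call (795), more than 50% of arrays (1110) and leaving out any of 4 arrays, such as 30-week female replicate 4 (1121), no longer differ, and the well above background flag (501), at least 75% (277), all arrays (263) and leaving out any of the other arrays, such as 20-week male replicate 2 (395), do. The rule of at least 6 of 8 or 5 of 7 arrays, chosen after seeing the values, gave 830. That rule also gave 6760 probes in Category 1 and 1049 outside Categories 1, 2, 4, 8 and 16, each close to the paper's count.

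For Category 12 the paper gives 428, against 748 here. Of the alternatives set before the data were examined, the negative control call (588), more than 50% (298) and leaving out 30-week male replicate 1 or 30-week female replicate 4 no longer differ, and the well above background flag (748), the positive and significant flag (687), at least 75% (988), all arrays (1336) and leaving out any other array do (359 to 927 over all arrays left out). The rule of at least 6 of 8 or 5 of 7, chosen after seeing the values, gave 426.

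For Category 5 the paper gives 14, against 4 here. Leaving out fetal male replicate 1 or 3 no longer differs, and the other alternatives set before the data were examined do: the well above background flag (4), the positive and significant flag (50), the negative control call (29), at least 75% (7), all arrays (8), more than 50% (25) and leaving out any other array (2 to 12 over all arrays left out). The rule of at least 6 of 8 or 5 of 7, chosen after seeing the values, gave 14.

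For Category 7 the paper gives 7, against 4 here. Among the alternatives set before the data were examined, at least 75% (5) and leaving out any of 9 arrays, such as fetal male replicate 1, no longer differ, and the well above background flag (4), the positive and significant flag (37), the negative control call (24), all arrays (1), more than 50% (18) and leaving out any other array do (2 to 7 over all arrays left out). Chosen after seeing the values, the rule of at least 6 of 8 or 5 of 7 gave 7.

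For Category 13 the paper gives 16, against 9 here. Under alternatives set before the data were examined, at least 75% (23) and leaving out fetal male replicate 2 or 3 no longer differ, and the well above background flag (9), the positive and significant flag (40), the negative control call (58), all arrays (9), more than 50% (35) and leaving out any other array do (5 to 25 over all arrays left out). Chosen after seeing the values, the rule of at least 6 of 8 or 5 of 7 gave 16.

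For Category 15 the paper gives 84, against 51 here. Among the alternatives set before the data were examined, at least 75% (86), more than 50% (105) and leaving out any of 5 fetal arrays, such as male replicate 1, no longer differ, and the well above background flag (51), the positive and significant flag (158), the negative control call (183), all arrays (26) and leaving out any other array do (49 to 80 over all arrays left out). Chosen after seeing the values, the rule of at least 6 of 8 or 5 of 7 gave 84.

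For the SLA genes in Category 2 the paper gives 1, against 0 here. Among the alternatives set before the data were examined, all arrays (1) no longer differs, and the other presence calls, the other shares of arrays and each array left out (0) do, as does the rule of at least 6 of 8 or 5 of 7, chosen after seeing the values. For the SLA genes in Category 8 the paper gives 1, against 0 here and under every alternative.

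For the interferon genes in Category 16 the paper gives 7, against 4 here, where the files name 4 such genes. It differs under every alternative set before the data were examined, with 3 under the positive and significant flag and 4 under the others. For the Toll-like receptor genes in Category 8 the paper gives 1, against 0 here. Under alternatives set before the data were examined, the negative control call (1) and leaving out 30-week male replicate 1 or 30-week female replicate 4 (1 each) no longer differ, and the well above background flag (0), the positive and significant flag (0), at least 75% (0), all arrays (0), more than 50% (3) and leaving out any other array (0) do. Chosen after seeing the values, the rule of at least 6 of 8 or 5 of 7 gave 1.

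Some statements also differ. The paper puts the coefficients of males with females of an age above those between ages within a sex; here that held in 20 of 24 comparisons that share the age and in 37 of all 48. The exceptions that share the age were 12 weeks (0.905) against males of 12 with 20 weeks (0.926) and 12 with 30 weeks (0.915), and 30 weeks (0.9515) against males (0.965) and females (0.9518) of 20 with 30 weeks, by differences that were not tested. In females, the paper calls the difference in present probes between 30 and 12 weeks; here its exact permutation p was 0.0571, and the Tukey-Kramer procedure of the methods gave 0.0410, while leaving out 30-week female replicate 4 gave 0.0286. The paper finds no difference between the correlations of Category 1 and all probes. Here the exact sign-flip tests called it at each age (0.0156 after Benjamini-Hochberg adjustment over the 4 ages). Those tests take animals that share pairs as independent. The test of the methods did not call it (p from 0.323 to 0.432). The paper has every SLA gene that it finds on the array expressed; here SLA-6 and SLA-DQA, 2 of 10 genes, fell under Category 16. The paper has the signal of the interferon receptor genes constant after 12 weeks. Here limma called no change of IFNAR1, IFNAR2 and IFNGR2 from 12 to 20 or from 20 to 30 weeks. For these genes 30 against 12 weeks was not tested. Fig. 5C of the paper also plots IFRD1 among the receptor genes, though it is no receptor by its name. IFRD1 fell by 0.98 on the log2 scale from 12 to 20 weeks, which limma called in 40 of 42 alternatives, most of them with 1 array left out. It was not called with the slide or the scan date as a random effect (adjusted p up to 0.160). No scan day held both ages, so scan day and age cannot be told apart for this fall.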

Other observations

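The tests on spike-in signal, on correlations over pairs of the same scan day and on correlations with partners of scan day 4 were chosen only after the result was seen.

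The lower number of present probes at the fetal stage than at 12 weeks was tested for technical explanations on scan day 2, which held 4 arrays of each age, on separate slides. Lower sensitivity of labelling or scanning is argued against there, since the mean log2 signal of 10 spike-in probes was 9.96 at the fetal stage and 9.88 at 12 weeks, a difference of 0.0827 (exact permutation p = 0.771), while the present probes still differed. Globin RNA that takes a larger part of the labelled RNA is a candidate explanation, since the globin share of the signal was 0.648% at the fetal stage and 0.247% at 12 weeks, a difference of 0.401 points (exact p = 0.0286, the smallest possible); it rests on 3 globin probes and a small share. The 100 brightest probes took 59.3% of the signal at the fetal stage and 46.4% at 12 weeks. For the fetal males, which were alone on their scan day, the spike-in signal was 6.95, and sensitivity cannot be told apart from age. A true difference with age stays open, as untested.

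The higher within-age correlation at 20 weeks was tested against scan day, since all 20-week arrays were scanned on the same day. Scan day is argued against as the whole cause. Over pairs of the same day, 20 weeks stayed above 12 weeks by 0.0632, above 30 weeks by 0.0141 and above the fetal stage by 0.0750. Of these pairs, 11 of 12 fetal, 10 of 12 12-week and 2 of 9 30-week pairs lay below the lowest 20-week pair. Over all pairs 30 minus 20 weeks was -0.0307, so that scan day may account for part of that gap. Signal near background on the fetal arrays is argued against as well, since over the probes present on all 31 arrays the gap to the fetal stage was 0.0802. A difference in variation between the ages stays open, as untested.

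The 30-week arrays correlated with the 20-week arrays as highly as among themselves. Whether scan day hides a difference there cannot be told apart. With the 30-week partners limited to scan day 4, the day of all 20-week arrays, the mean coefficient among themselves minus that with the 20-week arrays was -7.20e-05 over 7 arrays (exact sign-flip p = 0.984), 0.00613 for the 3 arrays of day 4 and -0.00472 for the 4 arrays of day 5, so that the days went apart and the arrays are few. An effect of age stays open, as untested.

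The gender entry of 1 30-week array was tested with a probe for UTY. It was above background on 0 of the male 30-week arrays, and on 1 of all 31 arrays, fetal male replicate 1, so that the probe cannot tell the sex of the array and the label stays open.

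HBE1, the globin gene tested by limma, changed by -1.41 on the log2 scale from the fetal stage to 12 weeks (adjusted p = 3.58e-05), by -0.75 from 12 to 20 weeks (0.0422, from 0.00555 to 0.298 over its alternatives) and by 0.07 from 20 to 30 weeks. The first fall was called in all 43 alternatives and the second in 28 of 42, with the call lost, among others, without 12-week male replicate 2 (0.0967).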
